# Characterization of age-related gene expression profiling in bone marrow and epididymal adipocytes

**DOI:** 10.1186/1471-2164-12-212

**Published:** 2011-05-05

**Authors:** Li-Fen Liu, Wen-Jun Shen, Masami Ueno, Shailja Patel, Fredric B Kraemer

## Abstract

**Background:**

While an increase in bone marrow adiposity is associated with age-related bone disease, the function of bone marrow adipocytes has not been studied. The aim of this study was to characterize and compare the age-related gene expression profiles in bone marrow adipocytes and epididymal adipocytes.

**Results:**

A total of 3918 (13.7%) genes were differentially expressed in bone marrow adipocytes compared to epididymal adipocytes. Bone marrow adipocytes revealed a distinct gene profile with low expression of adipocyte-specific genes peroxisome proliferator-activated receptor gamma (PPARγ), fatty acid binding protein 4 (FABP4), perilipin (Plin1), adipsin (CFD) and high expression of genes associated with early adipocyte differentiation (CCAAT/enhancer binding protein beta (C/EBPβ), regulator of G-protein signaling 2 (RGS2). In addition, a number of genes including secreted frizzled related protein 4 (SFRP4), tumor necrosis factor α (TNFα), transforming growth factor beta 1(TGFβ1), G-protein coupled receptor 109A (GPR109A) and interleukin 6 (IL-6), that could affect adipose-derived signaling to bone are markedly increased in bone marrow adipocytes. Age had a substantial effect on genes associated with mitochondria function and inflammation in bone marrow adipocytes. Twenty seven genes were significantly changed with age in both adipocyte depots. Among these genes, IL6 and GPR109A were significantly reduced with age in both adipocyte depots.

**Conclusions:**

Overall, gene profiling reveals a unique phenotype for primary bone marrow adipocytes characterized by low adipose-specific gene expression and high expression of inflammatory response genes. Bone marrow and epididymal adipocytes share a common pathway in response to aging in mice, but age has a greater impact on global gene expression in epididymal than in bone marrow adipocytes. Genes that are differentially expressed at greater levels in the bone marrow are highly regulated with age.

## Background

Aging is associated with impaired adipogenesis in various fat depots in humans [1-4]. With age and age-related osteoporosis, there is an inverse relationship between bone mass and bone marrow adiposity [5-7]. There are generally considered to be two types of adipose tissue, white and brown, both of which are able to store lipid but have different roles in energy metabolism [8,9]. Moreover, there are regional differences in the function among various adipose tissue depots; in humans visceral obesity presents a greater risk for obesity-related metabolic disease than subcutaneous obesity [10,11].

Previous functional studies of marrow adipocytes have mostly been limited to developmental studies [12]. Some studies have suggested that the presence of adipocytes can influence differentiation of mesenchymal stem cells (MSCs) into adipocytes, thereby inhibiting the differentiation into other cell lines [13]. We and others reported that directly co-culturing bone marrow MSCs with fully differentially adipocytes decreased osteoblast differentiation by decreasing RunX2 mRNA expression [14,15], suggesting that these cells are metabolically active but negatively regulate differentiation of MSCs into osteoblasts. Recent studies have suggested that, in addition to adipose, liver and muscle tissue, the osteoblast is also an important target tissue for insulin action [16,17]. Infiltration of fat in bone marrow could affect osteoblast function and differentiation through paracrine/endocrine effects of secretory products and adipocytokines [18,19]. Thus, bone marrow adipocytes might play a pivotal role in mediating the regulation of osteoblast function in aging and in diabetic or obese animals. A recent report demonstrated that bone marrow-derived adipocytes are distinct from epididymal white adipocytes [20]. While it is well known that ectopic fat accumulation in non-adipose tissues is greatly associated with age-related insulin resistance and metabolic disorders [21], the relationship of bone marrow adiposity with age-related diseases is unclear. In view of the specialized environment within the bone marrow with both active hematopoiesis and osteoblastogenesis ongoing, we hypothesized that adipocytes within the bone marrow might constitute a unique depot. In order to obtain a comprehensive understanding of the characteristics of bone marrow adipocytes, we profiled the gene expression patterns in bone marrow adipocytes with age and simultaneously examined differential gene expression in bone marrow and epididymal adipocytes with age. This study is the first to characterize primary bone marrow adipocytes and to demonstrate the effects of aging on two different adipocyte populations within the same animal. Our results demonstrate that while bone marrow adipocytes are distinct from epididymal white adipocytes, they also share a common inflammatory pathway in response to aging.

## Results

Table 1 depicts several metabolic and biochemical parameters of the mice included in these studies. The metabolic parameters showed the expected negative effects of age on mice. Thus, there was a significant increase in weight and serum insulin and glucose levels in older mice compared to 6 month old animals. These negative metabolic effects of age were accompanied with significant increases in fat infiltration into bone marrow, as shown in Figure 1. Similarly, there were significant increases in leptin and adiponectin with age along with a significant decrease in circulating osteocalcin with age, whereas resistin, RANKL (receptor activator for nuclear factor κB ligand) and osteoprotegerin showed no changes with age.

**Table 1:** Metabolic parameters in aging mice

Parameter		6-month	14-month
	Weight (g)	35.0 ± 1.2	41.8 ± 4.0*
	Insulin (ng/mL)	0.57 ± 0.16	2.09 ± 0.44*
	Glucose (mg/dL)	118.7 ± 12	192.7 ± 17*
	Triglyceride (mg/dL)	240.9 ± 3.43	250.7 ± 6.8
Adipokines			
	Leptin (ng/mL)	3.52 ± 0.77	20.7 ± 2.38*
	Resistin (ng/mL)	1.35 ± 0.17	1.85 ± 0.20
	Adiponectin (μg/mL)	2.90 ± 0.20	5.66 ± 0.74*
Bone panel			
	Osteocalcin (ng/mL)	54.4 ± 4.8	31.8 ± 6.8*
	RANKL (ng/mL)	0.21 ± 0.03	0.17 ± 0.22
	Osteoprotegerin (ng/mL)	2.28 ± 0.40	1.92 ± 0.17

Data are mean ± SE of 6 to 10 mice per age group. Body weights were determined at time of necropsy. Serum metabolites were measured in the fed state. * *P *< 0.05 vs. 6-month-old.

**Figure 1:**
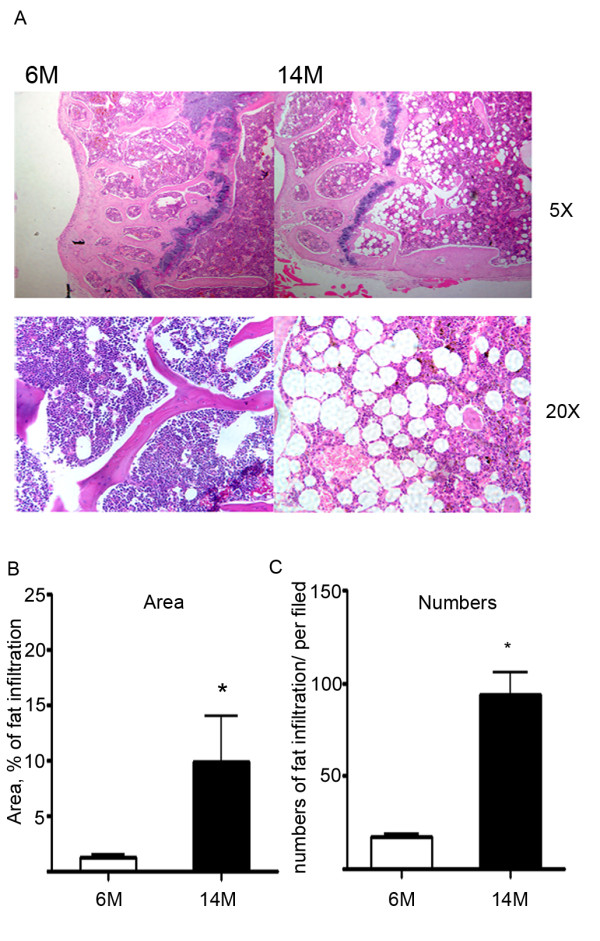
**Quantitative analysis of bone marrow adipocytes**. A. The top panels are images of the distal femurs from 6-month-old and 14-month-old C57BL6/J male mice stained with H&E (magnification ×5). The bottom panels are sections stained with H&E showing the numerous large adipocytes in bone marrow from distal femurs (magnification ×20). B. Area of bone marrow fat infiltration as a % of total area. C. Numbers of bone marrow fat cells (numbers/mm^2 ^bone marrow). Fields were taken from distal femur sections of 6-month-old and 14-month-old mice and calculated using ImagePro software.

### Adipocyte-specific genes in bone marrow adipocytes

Bone marrow adipocytes were isolated by flushing out bone marrow cells from femurs and tibias and then isolating the adipocytes by flotation. White adipocytes were isolated from epididymal adipose tissue by flotation following collagenase digestion. Figure 2A displays the characteristics of the adipocyte cell preparations from bone marrow and epididymal depots. Epididymal adipocytes tended to be larger, but both adipocyte populations stained neutral lipids with Bodipy. In order to evaluate the degree of contamination of the cell preparations with monocyte/macrophages, the percentage of monocytes present in the samples was determined by identifying the number of CD11b positive cells. Approximately 10-17% of cells were identified as CD11b positive in both bone marrow and epididymal white adipocyte preparations (Figure 2A). In addition, the adipocytes from both bone marrow and epididymal depots stained with perilipin, but epididymal adipocytes had greater immunostaining. We verified the expression of a select group of adipocyte specific genes in the isolated adipocytes by RT-PCR (Reverse transcription polymerase chain reaction). FABP4 (fatty acid binding protein 4, adipocyte), perilipin (Plin1), ADFP (Plin2), leptin, adiponectin and C/EBPβ (CCAAT/enhancer binding protein beta) were all much more highly expressed in bone marrow adipocytes compared to the non-floating bone marrow stromal cells, as would be expected for adipocyte specific genes (Figure 2B). However, all of these genes, except C/EBPβ, were expressed at relatively lower levels in bone marrow compared to epididymal adipocytes. The differences in expression levels between bone marrow and epididymal adipocytes determined by qRT-PCR were mostly in agreement with the microarray data obtained (see below).

**Figure 2:**
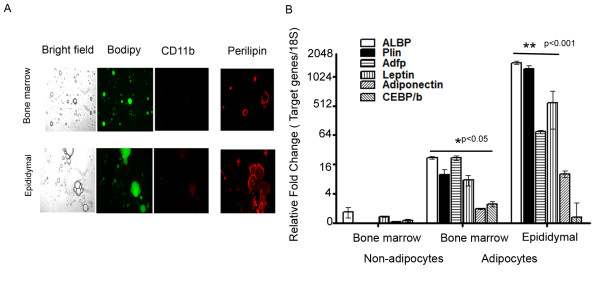
**Characterization of adipocyte preparations isolated from bone marrow and epididymal depots**. A. Light and immunofluorescence microscopy of adipocytes isolated from bone marrow and epididymal white adipose tissue. Fixed cells were incubated with either BODIPY 493/503 (1:500) or PE (phycoerythrin) conjugated anti-mouse CD11b (Intergrin a, Mac-1α) and polyclonal anti rabbit perilipin antibodies (1:200) in 1% blocking solution for 1 h. Following 1 h incubation of Alexa 555 (red) conjugated secondary antibodies at a dilution of 1/800 at room temperature, the stained cells were washed three to four times with PBS and observed using a Zeiss microscope observer A1. B. Expression of selected adipose genes in preparations of bone marrow cells, adipocytes isolated from bone marrow and adipocytes isolated from epididymal adipose tissue. A set of original RNA from the same animal was re-amplified to aRNA, then converted to cDNA. Relative fold change was normalized to endogenous 18S and bone marrow stromal cells. Data are presented as Log2 of fold change.

### Global characteristics of bone marrow adipocytes

We analyzed the differential expression of adipocyte genes isolated from bone marrow and epididymal fat depots from adult (6-month-old) and aged mice (14-and 18-month-old) using microarrays. 

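Bone marrow adipocytes and epididymal white adipocytes from male mice of 6, 14 and 18 months were measured on Affymetrix gene arrays. The deposited labels say peripheral adipocytes where the paper says epididymal, and these were taken as the same groups. Each of the 6 groups had 3 arrays, and the 3 pooled RNA preparations of a group came from 6 to 10 animals, so the replicates are pools and not single mice. The authors processed the scans with gcRMA, quantile normalization and a log2 transformation, and the deposited values are on that log2 scale. They run from 1.90 to 14.64, and the median of an array lies between 5.33 and 5.65. Of 35556 probe sets, the 23410 that name a gene were tested with limma, with one mean for each group and a Benjamini-Hochberg adjustment over those probe sets. A probe set's log2 fold change is bone marrow minus epididymal, or an older age minus 6 months. A gene with several probe sets is given by the probe set with the highest mean over all arrays. Adipocytes were collected by flotation and were not sorted by surface markers. The few arrays per group limit the precision. The order in which the age groups were collected was not analysed here, so age and handling cannot be told apart.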

Inspection of the frequency of expression values after normalization of the data showed consistent values between all samples (Additional File 1, Figure S1). 

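The values of the least and the most shifted arrays differed by at most 0.58 on the log2 scale when the arrays were compared rank by rank. The median standard deviation of a probe set between the 3 arrays of a group was 0.22 in 6-month bone marrow. It was 0.13 and 0.14 in bone marrow at 14 and 18 months. In epididymal adipocytes the same measure was 0.14, 0.13 and 0.097 at 6, 14 and 18 months. Leptin, for example, had a standard deviation of 0.64 in 6-month bone marrow and 0.17 in 6-month epididymal adipocytes.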

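Leptin, which signals fat stores, was at 5.04 ± 0.64 (mean and SD of log2 values, n = 3) in bone marrow and 12.80 ± 0.17 in epididymal adipocytes at 6 months. The neutrophil granule gene Ngp was at 13.19 ± 0.063 and 7.22 ± 3.08 in the same groups, and so varied between the 3 epididymal arrays. The 9 bone marrow arrays lay apart from the 9 epididymal arrays. The first principal component of the tested probe sets carried 79.9% of the variance, and the next carried 6.10% (39.5% and 11.2% with probe sets scaled to unit variance). Bone marrow scores on the first component lay between -95.2 and -85.3, and epididymal scores between 67.4 and 101.

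**Figure D1:**
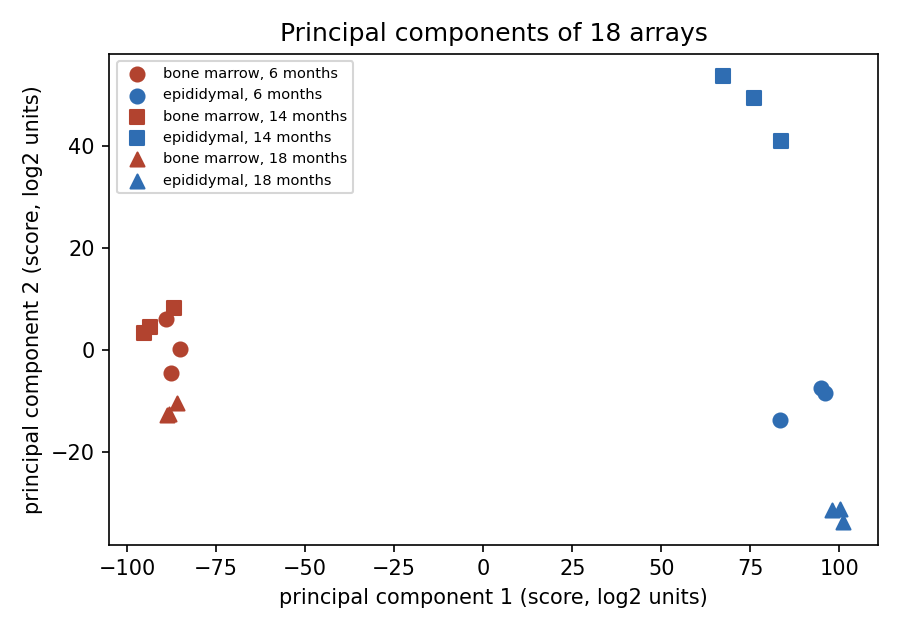
Scores of the 18 arrays on principal components 1 and 2 of the tested probe sets, in log2 units, with color for the cell type and marker shape for age. The cell types lie at opposite ends of component 1.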

Principal component analysis revealed a visible separation between bone marrow and epididymal adipocytes (Figure 3A). Moreover, there is a clear separation between epididymal adipocytes from 18-month and younger mice. This clustering represents the overall expression patterns, but does not provide the expression of individual genes. 

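The macrophage complement gene C1qa rose in epididymal adipocytes at 14 months by a log2 fold change of 2.49 (standard error 0.27, adjusted p = 2.14e-06) and fell at 18 months, -1.61 (standard error 0.27, adjusted p = 5.04e-04). The 14-month epididymal arrays lay at one end of the second principal component and the 18-month arrays at the other. Mean scores on that component were -9.88 (SD 3.32, n = 3) at 6 months, 47.9 (SD 6.48) at 14 months and -32.1 (SD 1.41) at 18 months. With probe sets scaled to unit variance the 18-month arrays lie from -80.8 to -61.5 and the younger ones from -0.859 to 85.1. The mean difference between a 6-month and a 14-month epididymal array was 0.53 (root mean square, log2 scale), and 0.44 between a 6-month and an 18-month array. Arrays of 14 and 18 months differed by 0.59.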

Analysis of genes based on functional category was performed to measure the differences and the similarities between the two adipocyte populations. A total of 3918 (13%) of the 28853 well-characterized mouse genes were differentially expressed between the two adipocyte populations. This selection was based on adjusted p < 0.05 and a fold change ± 2.0. These 3918 genes were assigned to biologically meaningful gene ontology (GO) categories. 

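Fat cell genes were among the most reduced in bone marrow, and genes of neutrophils, platelets and red cell precursors among the most increased (n = 9 arrays of each cell type). Of 23410 probe sets tested, 2380 were higher and 2713 lower in bone marrow by at least 2-fold with an adjusted p under 0.05. With ribosomal protein genes set equal between arrays the counts are 1097 and 8078. That scaling assumes equal ribosomal protein RNA in both cell types, which was not tested, and it moved the median of all probe sets by -0.85. Cyp2e1, an oxidizing enzyme of fat and liver, had a log2 fold change of -8.39 (standard error 0.11, adjusted p = 1.01e-20). Cidec, a protein that enlarges lipid droplets, had -7.47 (adjusted p = 4.17e-20), and Cdo1, a cysteine-degrading enzyme, had -7.38 (adjusted p = 8.81e-22). In the other direction were S100a9 of neutrophils at 6.46 (adjusted p = 7.24e-12), Ppbp of platelets at 6.46 (adjusted p = 5.49e-16) and Rhag of red cells at 6.45 (adjusted p = 1.18e-13). At a single age, 5418 probe sets differed at 6 months, 5008 at 14 months and 5576 at 18 months. With ribosomal protein genes set equal, 12996 differed at 6 months and 10307 at 18 months.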

Differences in gene expression between bone marrow and epididymal adipocytes were primarily observed in three categories: biological process, molecular function and cellular component (Table 2). Subcategories of biological process include regulation of cell cycle, cell death and cell differentiation and regulation of metabolic processes, for instance carbohydrate and lipid metabolism, whereas molecular function includes genes associated with protein binding, enzyme activity and transcription regulator activity, and cellular component includes genes that are associated with the cell membrane, extracellular matrix, synapses and membrane bound organelles. 

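All 29 proliferation genes on the array were higher in bone marrow, with a median log2 fold change of 3.40 (adjusted over the list alone, 29 were higher). Mki67, a marker of dividing cells, had 5.37 (standard error 0.22, adjusted p = 5.62e-14) and the DNA-untangling enzyme Top2a 4.99 (adjusted p = 5.71e-14), where the gene's other probe set had 0.42. Of 28 matrix and remodelling genes, 25 were lower and 3 higher (median -2.80). Sparc, a collagen-binding protein, had -4.05 (adjusted p = 2.93e-15). Of 53 ribosomal protein genes, 48 were higher and 0 lower (median 0.73), a difference that scaling the arrays on these same genes takes away. With limma's camera and its preset correlation these lists gave adjusted p = 1.65e-19, 1.94e-09 and 1.07e-10. With an estimated correlation they gave 0.0882, 0.113 and 0.136, so none passed.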

The table displays the enrichment score and *p*-value in subcategories of the overall category of biological processes that are most relevant to adipocyte-specific functions, whereas the subcategories of cellular component and molecular function are not shown because the *p*-value of these overall categories did not reach statistical significance. As shown in Table 2, fat cell differentiation comprised 71-74% of genes in the ontology functional analysis. We next loaded this set of 3918 genes differentially expressed in the bone marrow and epididymal adipocytes into Ingenuity Pathway Analyses for further biological functional analysis. A set of 277 genes was generated by filtering expression in adipose tissue. This set of genes displayed a substantial differential expression pattern between bone marrow and epididymal adipocytes (Table 3). 

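Adipokine and lipid droplet genes that the paper lists were lower in bone marrow, and its listed receptors and cytokines were higher. All 16 genes matched from the lower part of Table 3 were lower (median log2 fold change -4.64) and all 13 from the upper part were higher (median 2.61). Those lists were chosen on these samples, so this is not independent evidence. Retn, the adipokine resistin, had -6.96 (standard error 0.13, adjusted p = 5.20e-19), and the glucose transporter gene Slc2a4 had -3.34 (adjusted p = 5.31e-17). Rgs2, which damps G-protein signalling, had 3.74 (standard error 0.14, adjusted p = 1.93e-14), and Lpin2, a phosphatidate phosphatase, had 2.07 (adjusted p = 7.01e-14).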

Table 3 displays the genes that were most differentially expressed and that are associated with network and biological pathways in adipocytes. Of these 277 genes, supervised hierarchical clustering of 28 genes that are associated with the adipocyte phenotype revealed that all were expressed in bone marrow adipocytes and that their expression patterns differed markedly from epididymal adipocytes (Figure 3B). In contrast to Figure 3A, there appears to be a separation between 6-month-old and elder mice in expression of some of these adipose-specific genes in epididymal adipocytes in Figure 3B; however, it is important to note that Figure 3A represents global, not individual, gene differences.

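Adipocyte genes were lower in bone marrow. At 6 months Adipoq had a log2 fold change of -4.49 (adjusted p = 1.60e-10), the fatty acid carrier gene Fabp4 -4.68 (adjusted p = 2.28e-12) and Plin1, which coats lipid droplets, -6.55 (adjusted p = 3.23e-14). Background was not set here, so these values do not tell which genes were expressed at all. All 29 mature adipocyte markers on the array were lower in bone marrow, with a median log2 fold change of -5.30 (adjusted p = 2.01e-19 from limma's camera, 0.0158 with an estimated correlation). Beside them, 22 of 23 neutrophil markers, 18 of 18 erythroid markers and 18 of 19 B-lineage markers were higher. By camera these gave adjusted p = 1.03e-11, 7.83e-14 and 2.10e-10, and 0.184, 0.0765 and 0.0414 with an estimated correlation. The paper concludes that bone marrow adipocytes express adipocyte genes, in a pattern that appears to set them apart from epididymal adipocytes.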

**Figure 3:**
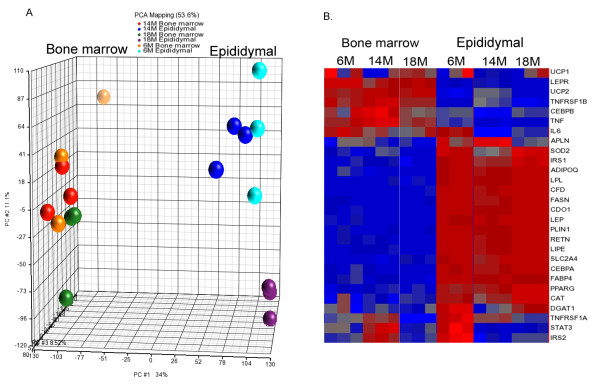
**Bone marrow adipocytes are distinct from epididymal adipocytes**. Bone marrow adipocytes and epididymal adipocytes were isolated from the same mice (age 6-month, 14-month and 18-month-old). Cells from several animals were pooled to yield sufficient sample to analyze three arrays for each age group and both adipocyte populations. A total of 18 arrays were included in the microarray analysis. A. Principal component analysis of array data before normalization showing clustering of bone marrow adipocytes as separate from epididymal adipocytes. B. Supervised hierarchical cluster analysis of 27 genes in adipocyte differentiation following normalization of all data sets.

**Table 2:** Gene ontologies with differentially expressed genes in bone marrow adipocytes

Functional Group	Enrichment Score*	*P *value**	% genes in group present
Biological process	4.39	0.01	18.10
Cellular	40.9	<0.001	21.9
Immune system	18.36	<0.001	31.7
Metabolic	16.67	<0.001	20.7
Oxidation reduction	37.36	<0.001	30.52
Lipid	23.63	<0.001	34.7
Carbohydrate	7.41	<0.001	28.05
Developmental	4.3	0.01	19.71
Adipocyte differentiation	18.3	<0.001	47.27
Brown	31.44	<0.001	74.07
White	8.46	<0.001	71.43
Cellular component	3.55	0.03	17.97
Molecular component	1.80	0.17	17.91

A selection of genes generated from ANOVA analysis was assigned to biologically meaningful gene ontology (GO) categories using GO enrichment analysis (Partek^® ^Genome Suite software, version 6.3). Listed are groups of gene-associated biological processes in bone marrow adipocytes compared with epididymal adipocytes (fold change cut off is 2.0). *A high value of enrichment score indicates that the functional group is over-represented in the gene list. **P value is the -log *p*-value of a Chi-square test.

**Table 3:** Comparison of adipocyte-genes between bone marrow and epididymal adipocytes

Symbol	Entrez Gene Name	6-month	14-month	18-month
**Increased expression in bone marrow**				
LEPR	leptin receptor	19.7	7.4	16.4
OSM	oncostatin M	18.1	20.1	11.4
RGS2	regulator of G-protein signaling 2, 24kDa	15.3	15.8	8.9
SFRP4	secreted frizzled-related protein 4	14.8	1.8	6.6
ABCB4	ATP-binding cassette, sub-family B, member 4	10.7	6.9	7.4
TNFRSF1β	*CD120b*	6.6	4.3	8.3
TNFα	tumor necrosis factor α	5.0	26.3	7.2
100001G20RIK	RIKEN cDNA 1100001G20 gene, Wdnm1-like	4.2	4.5	3.0
UCP2	uncoupling protein 2	4.0	2.1	3.7
LPIN2	lipin 2	4.0	3.9	5.6
TGFB1	transforming growth factor, beta 1	3.9	2.5	3.8
GPR109A	G protein-coupled receptor 109A	3.7	33.6	2.3
C/EBPβ	CCAAT/enhancer binding protein beta	2.3	6.8	1.3
IL6	interleukin 6	-1.1*	8.8	2.8

**Decreased expression in bone marrow**				
LEP	leptin	-152.5	-300.1	-454.4
CFD	complement factor D (adipsin)	-138.2	-115.9	-107.1
RETN	resistin	-114.7	-87.4	-153.7
CDO1	cysteine dioxygenase, type I	-106.9	-132.3	-192.1
PLIN1	perilipin 1	-100.6	-85.1	-106.5
ERPINE1	plasminogen activator inhibitor type 1	-60.9	-7.0	-19.0
FASN	fatty acid synthase	-32.9	-28.5	-43.5
ADIPOQ	adiponectin	-26.4	-35.3	-41.2
FABP4	fatty acid binding protein 4, adipocyte	-23.2	-27.0	-41.3
LIPE	lipase, hormone-sensitive	-21.9	-15.2	-26.8
LPL	lipoprotein lipase	-21.8	-18.8	-23.9
KLB	klotho beta	-21.1	-12.9	-29.6
ACOX1	acyl-Coenzyme A oxidase 1, palmitoyl	-16.5	-10.2	-12.8
FGFR1	fibroblast growth factor receptor 1	-12.2	-11.4	-10.2
SLC2A4	glucose transporter member 4	-10.2	-9.5	-9.2
C/EBPα	CCAAT/enhancer binding protein, alpha	-6.7	-8.7	-11.2
PPARγ	peroxisome proliferator-activated receptor gamma	-5.9	-4.8	-10.3
IDH1	isocitrate dehydrogenase 1 (NADP+), soluble	-5.1	-4.7	-6.4
ADIPOR2	adiponectin receptor 2	-4.7	-4.0	-4.7

The list includes the most differentially expressed genes in bone marrow adipocytes compared to epididymal adipocytes. The set of the significantly differentially expressed genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in bone marrow adipocytes versus epididymal adipocytes in mice (6-month, 14-month and 18-month old). The significance of differences was measured by one-way ANOVA. All values are *p *< 0.01 except * *P *> 0.01

### Functional analysis of differential gene expression between bone marrow and epididymal white adipocytes

We further analyzed the over-represented 3918 genes (2-fold change) by GO enrichment (Partek) and Ingenuity Pathway analyses. Among these genes, a set of 1940 genes was decreased greater than 2-fold (*p *≤ 0.05) in bone marrow adipocytes compared with epididymal adipocytes across age. Of these 1940 genes, there were 547 genes associated with bio-functional groups and networks. This set of genes was enriched and associated with lipid metabolism, molecular transport and small molecule biochemistry. 

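Genes that make and burn fatty acids were lower in bone marrow. Of 23 fatty acid and triglyceride synthesis genes, 22 were lower and 0 higher (median log2 fold change -3.48, adjusted p = 5.65e-13 from limma's camera, 0.035 with an estimated correlation). Fasn, the fatty acid synthase, had -5.30 (standard error 0.071, adjusted p = 1.04e-20), and Me1, which supplies its reducing power, had -7.28 (adjusted p = 5.11e-19). Of 26 fatty acid oxidation genes, 25 were lower and 0 higher (median -1.96, adjusted p = 1.51e-11 and 0.035 by the same tests). Hadh and Ehhadh, enzymes of the oxidation cycle, had -3.69 (adjusted p = 3.62e-18) and -3.31 (adjusted p = 2.63e-16). Of 14 lipolysis genes, 13 were lower and 1 higher (adjusted p = 1.57e-06 and 0.035).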

Figure 4A shows a supervised hierarchal cluster of genes related to adipocyte lipid metabolism, including fatty acid synthesis (upper panel) and oxidation (lower panel), that were 2-fold lower in bone marrow adipocytes. This gene set included leptin, Acsl1 (acyl-coA synthetase 1), adiponectin and Scap (SREBF chaperone) in fatty acid synthesis and PPARα, PGC1α, CPT1α and ACOX1 in fatty acid oxidation. 

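Adipoq, the adipokine adiponectin, had a log2 fold change of -5.16 (standard error 0.17, adjusted p = 1.67e-15) in bone marrow against epididymal adipocytes. Scap, the SREBF chaperone, had -0.30 (standard error 0.055, adjusted p = 8.29e-05). Ppara, a regulator of fatty acid oxidation, had -1.04 (standard error 0.079, adjusted p = 5.59e-10), and Ppargc1a, its coactivator, -0.82 (standard error 0.079, adjusted p = 2.03e-08). Cpt1a, which brings fatty acids into mitochondria, did not pass the test over the ages, -0.070 (standard error 0.078, adjusted p = 0.474), but passes as lower with equal ribosomal protein genes (-0.92). At 18 months alone it was lower in bone marrow, -0.45 (adjusted p = 0.00944).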

Clustering also highlighted a group of 1965 genes that were increased 2-fold or more in bone marrow adipocytes. Of these 1965 genes, there were 337 genes associated with biological function networks. These genes are associated with pro-apoptosis, pro-inflammatory cytokines and mitochondrial dysfunction. 

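Cytokine genes were higher in bone marrow adipocyte preparations. Of 27 inflammatory cytokine and NF-kB target genes, 19 were higher and 5 lower (median log2 fold change 1.40). The list gave adjusted p = 3.49e-05 from limma's camera and 0.14 with an estimated correlation. The chemokine gene Ccl3 had 4.91 (standard error 0.10, adjusted p = 3.36e-18) and the prostaglandin synthase gene Ptgs2 4.33 (adjusted p = 4.39e-17). Of 20 macrophage and monocyte markers, 18 were higher too and 1 lower (adjusted p = 1.16e-07, 0.155 with an estimated correlation). Of 73 oxidative phosphorylation genes, 57 were lower and 1 higher (median -0.71, adjusted p = 5.84e-08 and 0.174 by the same tests). With ribosomal protein genes set equal, the cytokine median was 0.55 and the oxidative phosphorylation median -1.55. The macrophage and monocyte median was 1.47, and 0.62 with that scaling.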

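The leptin receptor gene Lepr, also a marrow stromal marker, had a log2 fold change of 3.70 (standard error 0.10, adjusted p = 2.00e-16) in bone marrow against epididymal adipocytes. Osm, the cytokine oncostatin M, had 4.04 (standard error 0.12, adjusted p = 5.51e-16). Hcar2, the niacin and butyrate receptor, had 2.80 (standard error 0.10, adjusted p = 5.72e-15), and Tnf had 3.32 (standard error 0.11, adjusted p = 1.29e-15). Il6 had 1.54 (standard error 0.17, adjusted p = 1.25e-07) over the ages, but at 6 months alone the difference was 0.032 (adjusted p = 0.945), and it passes as lower with equal ribosomal protein genes (-0.93). Its difference was 3.25 (adjusted p = 1.71e-08) at 14 months.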

As listed in Table 3, genes displaying increased expression in bone marrow adipocytes include leptin receptor (Lepr), G-protein coupled receptor 109A (GPR109A) and gp-130 cytokines, oncostatin M (OM), interleukin 6 (IL-6) and TNFα. Adipocyte specific genes (PPARγ, FABP4, perilipin, adipsin and leptin) were expressed at significantly lower levels in bone marrow adipocytes compared with epididymal adipocytes. 

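The transcription factor gene Pparg, which drives adipocyte differentiation, had a log2 fold change of -2.82 (standard error 0.10, adjusted p = 6.57e-15) between bone marrow and epididymal adipocytes. Fabp4 had -5.11 (adjusted p = 4.45e-17), Plin1 -6.64 (adjusted p = 1.41e-18) and leptin -8.37 (adjusted p = 3.07e-20). Cebpa, which acts with Pparg, had -3.23 (adjusted p = 6.48e-16). All 9 bone marrow arrays lay below all 9 epididymal arrays for leptin.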

Figure 4B shows a supervised hierarchal cluster of 11 genes associated with decreases in transmembrane potential of mitochondria and apoptosis. These genes included p53, IL1β (interleukin 1β), BCL2L11 (BCL2-like 11, apoptosis facilitator protein), UCP2 and TGFβ1. 

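Il1b, which encodes a cytokine released by myeloid cells, had a log2 fold change of 6.49 (standard error 0.099, adjusted p = 4.52e-20) in bone marrow against epididymal adipocytes. Bcl2l11, which promotes cell death, had 2.67 (standard error 0.12, adjusted p = 1.07e-13). Tgfb1, a growth factor gene, had 1.78 (standard error 0.098, adjusted p = 3.95e-12). The myeloid integrin gene Itgam, which encodes CD11b, moved with them at 3.74 (standard error 0.16, adjusted p = 1.23e-13). By staining for CD11b, the paper found similar macrophage contamination of both preparations. The higher Itgam signal in bone marrow differs from that reading. Cell counts and array signal were not compared here.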

Figure 4C shows a supervised cluster of 11 genes associated with early adipocyte differentiation. These genes include EGR1 (early growth response 1, Krox-1), EGR2 (early growth response 2, Krox-20), KLF5 (Kruppel-like factor 5), INHBA (inhibin beta A, activin), CEBP/β and RPS6KA1 (ribosomal protein S6 kinase 1).

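Klf5, a transcription factor of early adipocyte differentiation, had a log2 fold change of 1.92 (standard error 0.076, adjusted p = 2.69e-14) in bone marrow against epididymal adipocytes. Inhba, an activin subunit, had 2.00 (standard error 0.10, adjusted p = 1.94e-12), and Cebpb had 1.36 (standard error 0.14, adjusted p = 3.99e-08). With equal ribosomal protein genes Cebpb had 0.51. Its folds, not on the log2 scale, were 1.62 at 6 months, 7.14 at 14 months and 1.45 at 18 months. Egr1 did not pass the test over the ages, -0.49 (standard error 0.24, adjusted p = 0.0949), but passes as lower with equal ribosomal protein genes (-1.33), or without bone marrow 6-month replicate 2 (-0.70) or epididymal 14-month replicate 1 (-0.65). Egr2 was lower in bone marrow, -0.96 (standard error 0.14, adjusted p = 8.31e-06). At 6 months Egr2 had -3.90 (adjusted p = 1.29e-10) and at 14 months 1.18 (adjusted p = 6.04e-04), a difference that no longer passes with equal ribosomal protein genes (0.50). Of 17 early adipocyte differentiation genes, 9 were higher, 6 lower and 2 did not pass the test. Their median was 0.40, and -0.45 with ribosomal protein genes set equal. The reversed direction rests on the premise of equal ribosomal protein RNA in both cell types, which was not tested.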

**Figure 4:**
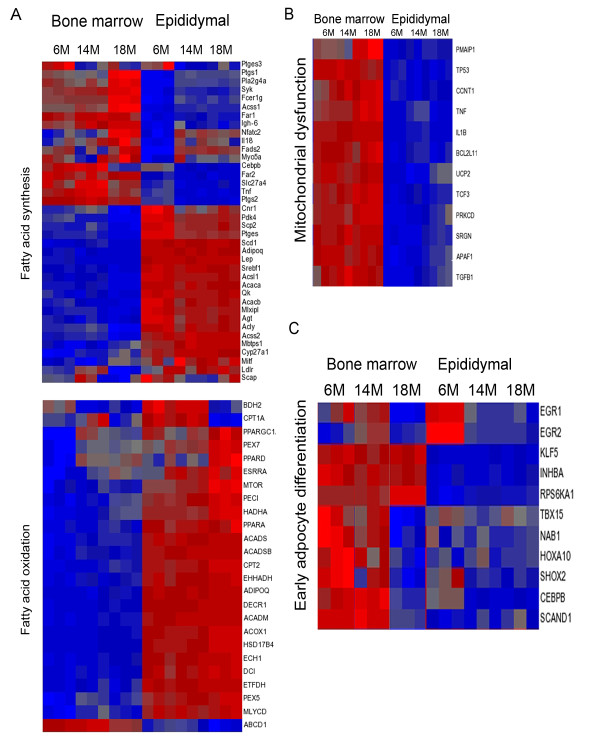
**Heat maps of genes differentially expressed in bone marrow adipocytes**. A. Clustering of genes involved in lipid metabolism (fatty acid synthesis, upper panel, and fatty acid oxidation, lower panel) with at least a 2-fold difference between bone marrow adipocytes compared with epididymal adipocytes. B. Clustering of genes involved in decreased transmembrane potential of mitochondria with at least a 2-fold difference between bone marrow adipocytes compared with epididymal adipocytes. C. Clustering of genes involved in early adipocyte differentiation with at least a 2-fold difference between bone marrow adipocytes compared with epididymal adipocytes.

### Age-related alteration of gene expression in bone marrow and epididymal white adipocytes

We next sought to identify genes affected by aging within each adipocyte population based on ontology. 

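Cytokine genes were among the largest falls with age in epididymal adipocytes. The chemokine gene Cxcl2 fell at 14 months by a log2 fold change of -5.30 (standard error 0.23, adjusted p = 1.94e-11) (n = 3 arrays against 3). By limma's F test over both older ages, 4332 probe sets changed in bone marrow and 7256 in epididymal adipocytes at an adjusted p under 0.05. Tested over both cell types together, 9170 probe sets changed. The bone marrow and epididymal lists share 2196 probe sets, where 1343 would be shared if they were independent. The interaction of cell type and age passed for 4770 probe sets. Ccl3 fell in epididymal adipocytes by a log2 fold change of -3.97 at 14 months (standard error 0.18, adjusted p = 4.27e-11), and did not pass in bone marrow at that age, -0.12 (adjusted p = 0.79). At 14 months, 1189 probe sets rose and 839 fell in bone marrow, and 2392 rose and 1758 fell in epididymal adipocytes. At 18 months the counts were 790 and 1201 in bone marrow, and 1924 and 1875 in epididymal adipocytes. The counts depend on scaling. With arrays centred on the median, 1149 rose and 699 fell at 14 months in bone marrow, and 1901 rose and 2559 fell in epididymal adipocytes. At 18 months they are then 844 and 850 in bone marrow, and 3945 and 937 in epididymal adipocytes. With single arrays left out the bone marrow totals lie between 1031 and 3040 at 14 months and between 1058 and 3858 at 18 months. With a fit of the compared groups alone they are 271 and 18, and the F test over both ages gives 1989. The epididymal totals lie between 2941 and 5195 at 14 months and between 2129 and 5046 at 18 months with single arrays left out, and the latter is 7458 with array weights.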

Aging-related alterations of gene expression were identified and a list of genes was generated yielding a total of 5649 genes that displayed significant changes in both bone marrow and epididymal adipocytes with age. Analyses were conducted using two-way ANOVA including interaction of cell types and age. The comparisons were conducted by comparing 14-month-old and 18-month-old to 6-month-old. Genes were further analyzed by Ingenuity Pathway Analyses to relate age-associated gene expression changes to biological function and signaling pathways. 

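In epididymal adipocytes at 14 months, 18 of 27 cytokine genes fell and 1 rose (median log2 fold change -1.24, adjusted p = 4.50e-19 from limma's camera, 0.0149 with an estimated correlation). Immediate early genes fell there too (median -2.24), and markers of other cell types rose, with medians of 1.89 for macrophages, 1.99 for fibroblasts and 0.82 for endothelium, the last of which does not pass camera with an estimated correlation (0.076). Of 73 oxidative phosphorylation genes, 12 fell and 0 rose (median -0.26, adjusted p = 1.01e-04, 0.276 with an estimated correlation). In bone marrow at 14 months, 12 of them fell and 0 rose (median -0.32, adjusted p = 1.27e-07 and 0.184). Fatty acid oxidation genes gave 9 falls and 1 rise of 26 in epididymal adipocytes at 14 months (adjusted p = 8.91e-04 and 0.195). Of 19 B-lineage markers, 14 rose in bone marrow at that age (median 1.15, adjusted p = 1.30e-18, 0.0149 with an estimated correlation).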

Age-related gene changes in adipocytes fell into several categories of biological function including inflammatory response, genetic disorder and cellular development, whereas the majority of alterations of genes in both adipocyte depots were associated with mitochondrial dysfunction and lipid metabolism. 

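Acss1, a mitochondrial enzyme that activates acetate, rose in bone marrow at 18 months by a log2 fold change of 0.59 (standard error 0.12, adjusted p = 0.00683), a call lost with a fit of the compared groups alone, and did not pass at 14 months, 0.014 (adjusted p = 0.973). Fads2, a fatty acid desaturase, fell at 14 months, -0.68 (standard error 0.18, adjusted p = 0.0212), and did not pass at 18 months (adjusted p = 0.938). The fall of Fads2 no longer passes with an ordinary analysis of variance, array weights (-0.60) or a fit of the compared groups alone, or without bone marrow 6-month replicate 1 (-0.46), bone marrow 14-month replicate 2 (-0.57) or replicate 3 (-0.60). Slc27a4, a fatty acid transporter, did not pass at either age, 0.37 (adjusted p = 0.221) and -0.38 (adjusted p = 0.191), but passes at 18 months without bone marrow 6-month replicate 2 (-0.63). Gpam, the first step of triglyceride synthesis, rose at 14 months, 1.20 (adjusted p = 2.96e-04), as did Scd1, a desaturase, 0.85 (adjusted p = 6.69e-04), a call lost with a fit of the compared groups alone. Of 23 synthesis genes, 5 rose and 0 fell at 14 months in bone marrow, and 2 rose and 1 fell at 18 months.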

Figure 4A shows that genes involved in fatty acid synthesis were increased with age in bone marrow adipocytes, including Acss1 (acyl-coA synthetase short chain family 1), Fads2 (fatty acid desaturase 2), and Slc27a4 (fatty acid transporter 4). Heat maps of age-altered genes in the bone marrow and epididymal adipocytes are indicated in Figure 5. Figure 5A illustrates age-related changes in genes involved in mitochondria function in which 18-month-old bone marrow adipocytes and epididymal adipocytes were most affected. 

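Among genes of mitochondrial function, changes at 18 months were mixed in bone marrow and few in epididymal adipocytes. Ndufs1 of complex I rose in bone marrow at 18 months by a log2 fold change of 1.06 (standard error 0.23, adjusted p = 0.00829), and the peroxidase gene Prdx3 rose by 1.17 (standard error 0.23, adjusted p = 0.00552). Ndufa12 of the same complex fell, -0.86 (standard error 0.15, adjusted p = 0.00238). All of these calls are lost with a fit of the compared groups alone. Of 28 genes matched from Table 7, 4 rose and 6 fell in bone marrow at 18 months. In epididymal adipocytes 0 rose and 1 fell at that age. The list was chosen by the study and is not independent evidence.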

Figure 5B displays the differential expression of genes involved in lipolysis in response to aging in both adipocyte populations. TNFα, Plin3 and Lipe (hormone sensitive lipase) increased in 14-month-old bone marrow adipocytes, whereas most of these genes decreased in 14-month-old epididymal adipocytes. 

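Tnf rose in bone marrow at 14 months by a log2 fold change of 1.24 (standard error 0.19, adjusted p = 4.00e-04) and fell in epididymal adipocytes, -1.24 (standard error 0.19, adjusted p = 7.88e-05). The difference between these changes passed its own test, 2.48 (adjusted p = 3.41e-06). Plin3 and Lipe did not pass in bone marrow at 14 months, 0.31 (adjusted p = 0.143) and 0.31 (adjusted p = 0.079). Plin3 passes without bone marrow 6-month replicate 3 (0.44) and Lipe with an ordinary analysis of variance, or without bone marrow 6-month replicate 2 (0.39). Pde3b, which breaks down the signal for lipolysis, fell in epididymal adipocytes at 14 months, -0.98 (adjusted p = 0.00398). Of 14 lipolysis genes, 5 fell and 1 rose in epididymal adipocytes at that age (adjusted p = 0.00629, 0.149 with an estimated correlation). Markers of macrophages (median 1.89) and fibroblasts (1.99) rose in the same comparison.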

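Pnpla2, the first lipase of stored triglyceride, fell in epididymal adipocytes at 14 months by a log2 fold change of -0.45 (standard error 0.11, adjusted p = 0.00964) and in bone marrow at 18 months, -0.63 (standard error 0.11, adjusted p = 0.00309), the latter a call lost with a fit of the compared groups alone. The epididymal fall no longer passes without epididymal 14-month replicate 1 (-0.35). Pnpla2 did not pass in bone marrow at 14 months, -0.055 (adjusted p = 0.86), nor in epididymal adipocytes at 18 months, -0.24 (adjusted p = 0.163), where it passes with array weights (-0.28). Abhd5, which activates this lipase, fell in epididymal adipocytes at 14 months, -0.97 (adjusted p = 8.46e-05).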

PNPLA2 (ATGL) was decreased with age in both adipocyte depots. As shown in Table 4, pathways and networks associated with adipocyte differentiation, lipolysis and mitochondria function displayed significant changes with age in adipocytes. Approximately 60 percent of genes associated with adipocyte differentiation were significantly up-regulated in 14-month-old bone marrow adipocytes, whereas 70 percent of genes were down-regulated in 14-month-old epididymal adipocytes. 

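Genes of the paper's adipocyte differentiation table rose more often than they fell in 14-month bone marrow. Of 25 genes matched from Table 5, 10 rose, 2 fell and 13 did not pass in bone marrow at 14 months. In epididymal adipocytes 6 rose, 8 fell and 11 did not pass. Trib2, a regulator of kinase signalling, rose in bone marrow by a log2 fold change of 1.49 (standard error 0.19, adjusted p = 1.02e-04). The cytokine gene Lif rose by 1.04 (standard error 0.16, adjusted p = 5.07e-04), a call lost with a fit of the compared groups alone. Irs2, which carries the insulin signal, fell in epididymal adipocytes, -2.09 (standard error 0.17, adjusted p = 6.04e-08), and rose in bone marrow, 0.97 (adjusted p = 0.00165). The paper chose these genes on the same samples. In 14-month bone marrow, B-lineage and macrophage markers had medians of 1.15 and 0.53. Endothelial and platelet markers had -0.78 and -0.73 there.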

A similar pattern was also observed in lipolysis pathways. In addition, a group of genes associated with mitochondria function was significantly regulated in bone marrow adipocytes with age, but not in epididymal adipocytes, as indicated in Table 4. 

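Of 11 genes matched from Table 6, 3 rose and 0 fell in bone marrow at 14 months, while 1 rose and 8 fell in epididymal adipocytes. The epididymal fall passed limma's camera (adjusted p = 1.32e-06, 0.0414 with an estimated correlation) on a list that the study chose. In the same comparison markers of other cell types rose, with medians of 1.89 for macrophages, 1.99 for fibroblasts, 0.95 for mesothelium and 0.82 for endothelium, the last of which does not pass camera with an estimated correlation (0.076). Acacb, which blocks fatty acid entry into mitochondria, fell in epididymal adipocytes by a log2 fold change of -1.15 (standard error 0.20, adjusted p = 4.88e-04). Foxo1, a transcription factor of fasting, rose in bone marrow, 1.01 (standard error 0.18, adjusted p = 0.0015), a call lost with a fit of the compared groups alone. Nr4a1, an immediate early gene, fell in epididymal adipocytes, -1.97 (adjusted p = 1.79e-04).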

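In bone marrow, Uqcr11 of respiratory complex III fell by a log2 fold change of -1.50 (standard error 0.26, adjusted p = 0.00145) at 14 months and -1.14 (adjusted p = 0.0123) at 18 months. The first call is lost with a fit of the compared groups alone, and the later one with a fit of the compared groups alone or the other probe set of the gene (-0.81). Ndufa4l2, a complex I relative induced by low oxygen, rose in epididymal adipocytes at 14 months, 0.59 (adjusted p = 0.0041), and its change in bone marrow differed by -0.93 (adjusted p = 0.00278). Of 28 genes from Table 7, 1 rose and 4 fell in bone marrow at 14 months, against 1 and 3 in epididymal adipocytes. The list's change at 18 months differed between cell types by a median of -0.25 (adjusted p = 0.209 from limma's camera), which did not pass.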

Fold change values of genes involved in adipocyte differentiation, lipolysis and mitochondrial function are listed in Tables 5, 6 and 7.

**Figure 5:**
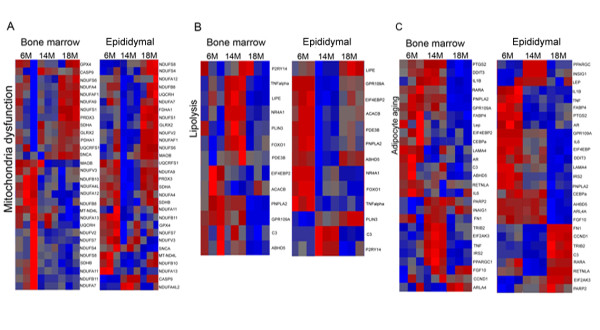
**Age-related gene expression in adipocytes**. Heat maps of age-associated gene expression changes in bone marrow and epididymal white adipocytes. A. Clustering of genes involved in mitochondria function. B. Clustering of genes associated with lipolysis. C. Clustering of age-regulated genes in bone marrow and epididymal adipocytes.

**Table 4:** Top regulated pathways in bone marrow and epididymal adipocytes with age

			Genes		Genes assigned		
				
Pathway	Cell type	Age (M)	Up	Down	In pathway	Ratio*	-Log10 (*p *value)**
Adipocyte differentiation	Bone marrow	14M	18	12	30	0.36	1.922
		18M	11	19		0.486	4.436
	Epididymal	14M	9	21	30	0.61	6.019
		18M	8	22		0.46	2.498

Lipolysis	Bone marrow	14M	6	7	13	0.289	1.347
		18M	5	8		0.263	0.87
	Epididymal	14M	2	11	13	0.342	1.203
		18M	2	11		0.289	0.659

Mitochondria dysfunction	Bone marrow	14M	12	18	30	0.237	1.115
		18M	13	17		0.323	3.364
	Epididymal	14M	3	27	30	0.24	0.487
		18M	21	9		0.226	0.28

For each gene, the fold change of expression of 14-month-old (14M) and 18-month-old (18M) was calculated versus 6-month-old (6M). Pathways that have significant association with the whole set of regulated genes in bone marrow and epididymal adipocytes with age were assessed using IPA software. * Ratio of altered genes in bone marrow adipocytes to assigned pathway. **The p-value was calculated by IPA using Fisher's Exact Test. A threshold of 1.30 was selected (p < 0.05)

**Table 5:** Age-associated fold changes in genes involved in adipocyte differentiation

		Bone marrow		Epididymal	
Symbol	Entrez Gene Name	14M	18M	14M	18M
AR	androgen receptor	-1.84	-2.03	-1.47	-1.82
ARL4A	ADP-ribosylation factor-like 4A	-1.34	1.28	-2.04	1.03
CCND1	cyclin D1	1.26	1.11	2.48	-1.64
CEBPA	CCAAT/enhancer binding protein (C/EBP), alpha	-1.51	-1.43	-1.33	1.15
DDIT3	DNA-damage-inducible transcript 3	1.22	-2.14	-1.76	-1.16
EBF1	early B-cell factor 1	1.43	-1.50	-1.28	-1.41
EIF2AK3	eukaryotic translation initiation factor 2-alpha kinase 3	1.80	1.17	1.70	1.53
FABP4	fatty acid binding protein 4, adipocyte	-1.54	-2.57	-1.23	-1.32
FGF10	fibroblast growth factor 10	1.23	1.18	-2.60	1.04
FN1	fibronectin 1	1.36	-1.18	7.06	-3.16
IL6	interleukin 6 (interferon, beta 2)	-2.04	-2.07	-20.53	-5.56
IL1B	interleukin 1, beta	1.37	-1.48	-2.26	-2.16
INSIG1	insulin induced gene 1	1.26	1.49	1.33	2.81
IRS2	insulin receptor substrate 2	1.96	-1.13	-4.26	-2.94
LAMA4	laminin, alpha 4	-1.44	-1.38	-1.41	-1.18
LEP	leptin	-2.02	-1.77	1.01	1.59
LIF	leukemia inhibitory factor (cholinergic differentiation factor)	1.88	1.11	-1.03	-1.07
NR3C1	nuclear receptor subfamily 3, group C, member 1 (glucocorticoid receptor)	1.29	1.02	1.01	1.15
PARP2	poly (ADP-ribose) polymerase 2	1.35	1.24	1.30	1.21
PPARGC1A	peroxisome proliferator-activated receptor gamma, coactivator 1 alpha	1.41	-1.09	-1.05	2.02
PTGS1	prostaglandin-endoperoxide synthase 1 (prostaglandin G/H synthase and cyclooxygenase)	-1.34	1.03	3.29	-1.59
PTGS2	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)	1.43	-2.09	-3.75	-5.58
RARA	retinoic acid receptor, alpha	-1.30	-2.35	1.06	-1.49
RETNLA	resistin like alpha	-1.32	-1.11	2.96	-10.77
SCD	stearoyl-CoA desaturase (delta-9-desaturase)	1.80	1.11	1.01	1.05
TNF	tumor necrosis factor	2.36	-1.48	-2.37	-2.18
TRIB2	tribbles homolog 2	2.98	1.17	1.78	-1.18
VDR	vitamin D (1,25- dihydroxyvitamin D3) receptor	-1.39	-1.32	-1.12	-1.21

The list includes age-related fold change in genes involved in adipocytes differentiation in bone marrow and epididymal adipocytes. The set of regulated genes was selected according to the IPA knowledge-base. The 14-month (14M) and 18-month-old (18M) were compared to 6-month-old. The significance of differences was measured by two-way ANOVA. The significance of differences was estimated by a Benjamini-Hochberg corrected p value (p < 0.01).

**Table 6:** Age-related fold changes in genes involved in lipolysis

		Bone marrow		Epididymal	
Symbol	Entrez Gene Name	14M	18M	14M	18M
ABHD5	αβ hydrolase domain containing 5	-1.12	-1.26	-1.97	1.04
ACACB	acetyl-CoA carboxylase beta	-1.40	-1.14	-2.22	-1.31
ADRB2	adrenergic, beta-2-, receptor, surface	1.22	1.49	-1.37	-2.04
C3	complement component 3	-1.07	-1.23	2.16	-1.11
EIF4EBP2	eukaryotic translation initiation factor 4E binding protein 2	-1.38	-1.53	-1.60	-1.15
FOXO1	forkhead box O1	1.99	1.17	-1.42	-1.44
GPR109A	G protein-coupled receptor 109A	-1.29	-3.99	-10.52	-2.20
NR4A1	nuclear receptor subfamily 4, group A, member 1	2.53	1.11	-4.03	-4.62
P2RY14	purinergic receptor P2Y, G-protein coupled, 14	1.07	1.05	1.54	-1.21
PDE3B	phosphodiesterase 3B, cGMP-inhibited	1.57	1.25	-1.99	-1.32
PLIN1	perilipin 1	-1.24	-1.21	-1.36	1.04
PNPLA2	patatin-like phospholipase domain containing 2	-1.03	-1.43	-1.39	-1.21
TNF	tumor necrosis factor	2.37	-1.38	-2.36	-2.12

The list includes age-related fold change in genes involved in lipolysis in bone marrow and epididymal adipocytes. The set of regulated genes was selected according to the IPA knowledge-base. The 14-month (14M) and 18-month-old (18M) were compared to 6-month-old. The significance of differences was measured by two-way ANOVA. The significance of differences was estimated by a Benjamini-Hochberg corrected p value (p < 0.01).

**Table 7:** Age-related fold changes in genes involved in mitochondrial function

		Bone marrow		Epididymal	
Symbol	Entrez Gene Name	14M	18M	14M	18M
CASP9	caspase 9, apoptosis-related cysteine peptidase	1.51	1.38	1.27	1.23
GLRX2	glutaredoxin 2	1.36	1.79	-1.05	1.38
GPX4	glutathione peroxidase 4 (phospholipid hydroperoxidase)	1.08	1.30	-1.12	-1.11
MAOB	monoamine oxidase B	-1.23	-1.39	-1.06	1.31
MT-ND4L	NADH dehydrogenase, subunit 4L (complex I)	-1.25	-1.63	-1.22	-1.17
NDUFA4	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4, 9 kDa	1.11	1.81	-1.21	1.00
NDUFA7	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 7, 14.5 kDa	-1.72	-1.69	-1.15	1.12
NDUFA11	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 11, 14.7 kDa	-1.46	-1.68	-1.07	1.04
NDUFA12	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 12	-1.58	-1.71	-1.11	1.09
NDUFA13	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 13	-1.05	-1.33	-1.26	-1.30
NDUFA4L2	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4-like 2	-1.26	-1.38	1.50	1.05
NDUFA9 (includes EG:4704)	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 9, 39 kDa	1.11	1.77	-1.46	1.10
NDUFAF1	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, assembly factor 1	1.18	1.87	-1.41	1.42
NDUFB8	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 8, 19 kDa	-1.31	-1.40	-1.35	1.09
NDUFB10	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 10, 22 kDa	-1.46	-1.38	-1.18	1.01
NDUFB11	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 11, 17.3 kDa	-1.58	-1.38	-1.18	-1.13
NDUFS1	NADH dehydrogenase (ubiquinone) Fe-S protein 1, 75 kDa (NADH-coenzyme Q reductase)	1.29	2.22	-1.21	1.67
NDUFS4	NADH dehydrogenase (ubiquinone) Fe-S protein 4, 18 kDa (NADH-coenzyme Q reductase)	-1.22	-1.39	-1.03	1.48
NDUFS7	NADH dehydrogenase (ubiquinone) Fe-S protein 7, 20 kDa (NADH-coenzyme Q reductase)	-1.53	-1.51	-1.16	-1.08
NDUFS8	NADH dehydrogenase (ubiquinone) Fe-S protein 8, 23 kDa (NADH-coenzyme Q reductase)	-1.37	-1.52	1.14	1.46
NDUFS6 (includes EG:4726)	NADH dehydrogenase (ubiquinone) Fe-S protein 6, 13 kDa (NADH-coenzyme Q reductase)	1.01	1.68	-1.08	1.29
NDUFV2	NADH dehydrogenase (ubiquinone) flavoprotein 2, 24 kDa	-1.54	-1.31	-1.27	1.26
NDUFV3	NADH dehydrogenase (ubiquinone) flavoprotein 3, 10 kDa	-1.24	-1.38	-1.11	-1.12
PDHA1 (includes EG:5160)	pyruvate dehydrogenase (lipoamide) alpha 1	1.62	1.85	-1.20	1.45
PRDX3	peroxiredoxin 3	1.19	2.39	-1.42	1.19
SDHA	succinate dehydrogenase complex, subunit A, flavoprotein (Fp)	1.31	1.51	-1.35	1.06
SDHB	succinate dehydrogenase complex, subunit B, iron sulfur (Ip)	-1.25	-1.31	-1.35	1.10
SNCA	synuclein, alpha (non A4 component of amyloid precursor)	-1.08	1.67	-1.16	-3.22
UQCRFS1	ubiquinol-cytochrome c reductase, Rieske iron-sulfur polypeptide 1	1.20	1.49	-1.68	-1.05
UQCRH	ubiquinol-cytochrome c reductase hinge protein	-1.14	-1.32	-1.27	1.24

The list includes the mitochondrial genes that change with age in bone marrow and epididymal adipocytes. The set of regulated genes was selected on the basis of their expression in adipose cells according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in bone marrow adipocytes. The 14-month (14M) and 18-month-old (18M) were compared to 6-month-old. The significance of differences was measured by two-way ANOVA.

As indicated in Table 4, differential gene expression profiling was observed between bone marrow and epididymal adipocytes in pathway analysis. In order to examine the differences with age between bone marrow and epididymal adipocytes, we analyzed the fold changes with age in each adipocyte population separately. Table 8 shows the top-regulated adipocyte genes in bone marrow adipocytes with age. This list indicates that adiponectin and IL6 were the most down-regulated genes, while TNFα and genes associated with fatty acid transport and lipolysis, such as CD36 and Lipe (hormone sensitive lipase, HSL), were up-regulated. 

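Adipoq fell in bone marrow at 14 months by a log2 fold change of -1.17 (standard error 0.29, adjusted p = 0.0174), and Il6 fell by -1.15 (standard error 0.29, adjusted p = 0.0187). The fall of Adipoq no longer passes with an ordinary analysis of variance or a fit of the compared groups alone, or without bone marrow 14-month replicate 2 (-0.93) or replicate 3 (-1.15), nor that of Il6 with an ordinary analysis of variance, array weights (-0.97) or a fit of the compared groups alone, or without bone marrow 6-month replicate 1 (-0.91) or bone marrow 14-month replicate 1 (-0.84). At 18 months Adipoq did not pass, -0.93 (adjusted p = 0.0558), but passes with dim probe sets left out or with a replicate block (-0.93), or without bone marrow 6-month replicate 3 (-1.29), bone marrow 14-month replicate 1 (-0.93) or replicate 2 (-0.93). Fabp4 fell at that age, -1.36 (adjusted p = 0.00167), a call lost with a fit of the compared groups alone. Cd36, which takes up fatty acids, rose at 14 months, 0.45 (standard error 0.13, adjusted p = 0.0295), and at 18 months, 0.88 (standard error 0.13, adjusted p = 6.26e-04). The rise at 14 months no longer passes with array weights (0.37) or a fit of the compared groups alone, or without bone marrow 6-month replicate 1 (0.30), bone marrow 14-month replicate 2 (0.40) or replicate 3 (0.43), nor that at 18 months with a fit of the compared groups alone. Lipe did not pass at 18 months, -0.28 (adjusted p = 0.106).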

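Cd36 did not pass in epididymal adipocytes at 14 months, -0.13 (adjusted p = 0.538), or at 18 months, 0.18 (adjusted p = 0.367). Its change at 18 months in bone marrow exceeded that in epididymal adipocytes by 0.71 (adjusted p = 0.0193), a difference that misses the limit with median centring (0.57), or without epididymal 18-month replicate 2 (0.66). Lipe did not pass in epididymal adipocytes at 14 months, -0.21 (adjusted p = 0.213), or at 18 months, 0.15 (adjusted p = 0.363), but passes as higher at 18 months with median centring (0.33).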

The increases in CD36 and HSL were not observed in epididymal adipocytes. On the other hand, Table 9 indicates that lipid droplet associated proteins Plin2 and Plin3 were significantly increased with age in epididymal white adipocytes, whereas Plin 3, but not Plin2, was significantly altered in bone marrow adipocytes. In addition, some adipocyte-specific genes (PPARγ, Plin3 and CEBPβ) increased in 14-month-old, then decreased in the 18-month-old group in bone marrow adipocytes, whereas they were not altered in the same direction in epididymal adipocytes (Tables 8 and 9).

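Plin2, a coat protein of small lipid droplets, rose in epididymal adipocytes at 18 months by a log2 fold change of 0.75 (standard error 0.16, adjusted p = 0.00332) and fell in bone marrow, -0.66 (standard error 0.16, adjusted p = 0.017). The bone marrow fall no longer passes with array weights (-0.62) or a fit of the compared groups alone, or without bone marrow 18-month replicate 1 (-0.64) or replicate 3 (-0.56). The changes differed by -1.41 (adjusted p = 8.12e-04). Plin3 rose in epididymal adipocytes at 18 months, 0.57 (standard error 0.13, adjusted p = 0.00413), and did not pass in bone marrow, -0.021 (adjusted p = 0.954). Plin4 fell in epididymal adipocytes at that age, -0.66 (adjusted p = 0.00535).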

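Cebpb rose in bone marrow at 14 months by a log2 fold change of 0.84 (standard error 0.24, adjusted p = 0.0329). It no longer passes with every probe set tested, an ordinary analysis of variance, array weights (0.60), repeated quantile normalization (0.80) or a fit of the compared groups alone, or without bone marrow 6-month replicate 1 (0.50), replicate 3 (0.82), bone marrow 14-month replicate 2 (0.81) or replicate 3 (0.71). In epididymal adipocytes it fell at 14 months, -1.30 (standard error 0.24, adjusted p = 6.12e-04). Pparg did not pass in bone marrow at 14 months, 0.44 (adjusted p = 0.138), or at 18 months, 0.038 (adjusted p = 0.937), and rose in epididymal adipocytes at 18 months, 0.86 (standard error 0.18, adjusted p = 0.00253).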

**Table 8:** Top regulated adipocyte genes in bone marrow adipocytes with age

Symbol	Entrez Gene Name	14M	18M	*p*-value (cell type*age)
TNFα	tumor necrosis factor α	2.37	-1.38	1.47E-05
FOXO1	forkhead box O1	1.99	1.17	0.0006
IRS2	insulin receptor substrate 2	1.93	-1.08	0.0008
C/EBPβ	CCAAT/enhancer binding protein beta	1.79	-1.23	1.22E-05
CD36	fatty acid translocase	1.38	2.00	0.001
PPARγ	peroxisome proliferator-activated receptor gamma	1.36	1.08	0.003
PLIN3	perilipin 3, TIP47	1.25	1.04	0.007
SOD2	superoxide dismutase 2, mitochondrial	1.24	-1.09	0.001
UCP2	uncoupling protein 2	1.24	1.18	8.1E-06
LIPE	lipase, hormone sensitive	1.23	-1.27	2.1E-05
SERPINE1	plasminogen activator inhibitor type 1	1.21	-1.30	0.0004
GPX1	glutathione peroxidase 1	1.04	1.23	0.0002
SLC2A4	GLUT-4	-1.11	1.30	0.04
CFD	adipsin	-1.12	1.25	0.002
FABP4	fatty acid binding protein 4, adipocyte	-1.52	-2.46	0.001
PTPN11	protein tyrosine11	-1.58	-1.21	0.0006
ADIPOR2	adiponectin receptor 2	-1.66	-1.44	0.001
LEPR	leptin receptor	-1.94	1.44	0.002
IL6	interleukin 6 (interferon, beta 2)	-2.19	-1.91	8.34E-05
ADIPOQ	adiponectin	-2.25	-1.88	0.01

The list includes the adipocyte genes that change with age in bone marrow adipocytes. The set of regulated genes was selected on the basis of their expression in adipose according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in bone marrow adipocytes from mice. The 14-month (14M) and 18-month-old (18M) were compared to 6-month-old. The significance of differences was measured by two-way ANOVA.

**Table 9:** Top regulated adipocyte genes in epididymal adipocytes with age

	Entrez Gene Name	14M	18M	*P *value (cell type*age)
UCP2	uncoupling protein 2	2.3	1.3	8.1E-061
LEPR	leptin receptor	1.3	-1.1	0.02
FGFR1	fibroblast growth factor receptor 1	1.3	-1.5	0.03
PLIN3	perilipin 3, TIP47	1.2	1.6	0.0007
PPARγ	peroxisome proliferator-activated receptor gamma	1.1	1.8	0.0003
PLIN2	Perilipin 2, adipophilin, ADFP	1	1.7	5.8E-05
ADIPOQ	Adiponectin	-1.2	1.2	0.01
FABP4	fatty acid binding protein 4, adipocyte	-1.2	-1.3	0.05
C/EBPα	CCAAT/enhancer binding protein, alpha	-1.3	1.1	0.01
PPARGC1α	peroxisome proliferator-activated receptor gamma, coactivator 1 alpha	-1.5	2	1.4E-05
ADIPOR2	adiponectin receptor 2	-1.6	-1.1	0.001
SOD2	superoxide dismutase 2, mitochondrial	-1.8	-1.1	0.0001
TNFα	TNFα	-2.3	-2.1	0.0001
C/EBPβ	CCAAT/enhancer binding protein, beta	-2.4	-1	1.4E-05
IRS2	insulin receptor substrate 2	-4.3	-2.8	1.2E-05
SERPINE1	plasminogen activator inhibitor type 1	-7.3	-4.3	0.0004
IL6	interleukin 6	-19.8	-4.8	8.3E-05

The list includes the adipocyte genes that change with age in epididymal adipocytes. The set of regulated genes was selected on the basis of their expression in adipose according to the IPA knowledge-base. For each gene, the fold change value in gene expression was calculated between mean values in epididymal adipocytes. The 14-month (14M) and 18-month-old (18M) were compared to 6-month-old. The significance of differences was measured by two-way ANOVA.

Furthermore, in order to determine the most highly regulated adipocyte-specific genes in response to aging that are common to both adipocyte populations, we identified 27 genes in which expression levels were significantly altered with age in both adipocytes using a three-way ANOVA model with *p *< 0.05 in the interaction of age and cell types, as shown in Figure 5C and Table 10. A heat map of age-altered adipocyte genes (Figure 5C) reveals that 19 of 27 genes (70%) were regulated in the same direction with age in both adipocyte populations. These genes include EIF2AK3 (eukaryotic translation initiation factor 2-alpha kinase 3), FN1 (fibronectin 1), INSIG1 (insulin induced gene 1), PNPLA2, ABHD5, GPR109A, FABP4 and IL6 (Table 10). 

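Eif2ak3, a sensor of protein folding stress, rose at 14 months in bone marrow by a log2 fold change of 0.94 (standard error 0.13, adjusted p = 2.00e-04) and in epididymal adipocytes, 0.77 (standard error 0.13, adjusted p = 2.56e-04). Fn1, a matrix glycoprotein, rose in epididymal adipocytes at 14 months, 2.82 (standard error 0.19, adjusted p = 5.55e-09), and fell at 18 months, -1.46 (adjusted p = 3.19e-05). Insig1, a brake on sterol synthesis, rose in epididymal adipocytes at 18 months, 1.17 (standard error 0.17, adjusted p = 1.21e-04). Of 24 genes matched from Table 10, 6 rose and 1 fell at 14 months in bone marrow, against 6 and 12 in epididymal adipocytes. At 18 months 0 rose and 11 fell in bone marrow, against 3 and 9. This list, too, was picked by the study on these arrays.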

The other 8 genes were regulated with age in both adipocyte populations, but their patterns of regulation differed between bone marrow and epididymal adipocytes. Interestingly, the list indicates that IL6 (interleukin 6) was the most down-regulated gene with age in 14-month-old bone marrow and epididymal adipocytes, and GPR 109A (G protein-coupled receptor 109A) was significantly decreased 4.5 fold in 18-month-old bone marrow and reduced 10.6 fold in 14-month-old epididymal adipocytes compared to 6-month-old (Table 10).

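Il6 fell in epididymal adipocytes at 14 months by a log2 fold change of -4.36 (standard error 0.29, adjusted p = 5.52e-09) and at 18 months, -2.30 (adjusted p = 2.65e-05). Hcar2 fell in epididymal adipocytes at 14 months, -3.41 (standard error 0.17, adjusted p = 1.65e-10), and in bone marrow at 18 months, -2.09 (standard error 0.17, adjusted p = 4.16e-06). The changes of Il6 and Hcar2 at 14 months differed between the cell types by 3.21 (adjusted p = 2.84e-05) and 3.04 (adjusted p = 1.27e-07). Immediate early genes, which respond within minutes to tissue handling and other stimuli, moved with them. Of 25 such genes, 22 fell in epididymal adipocytes at 14 months and 0 rose (adjusted p = 6.46e-24, 0.0414 with an estimated correlation). Fosb had -4.18 (standard error 0.59, adjusted p = 4.91e-05).

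**Figure D2:**
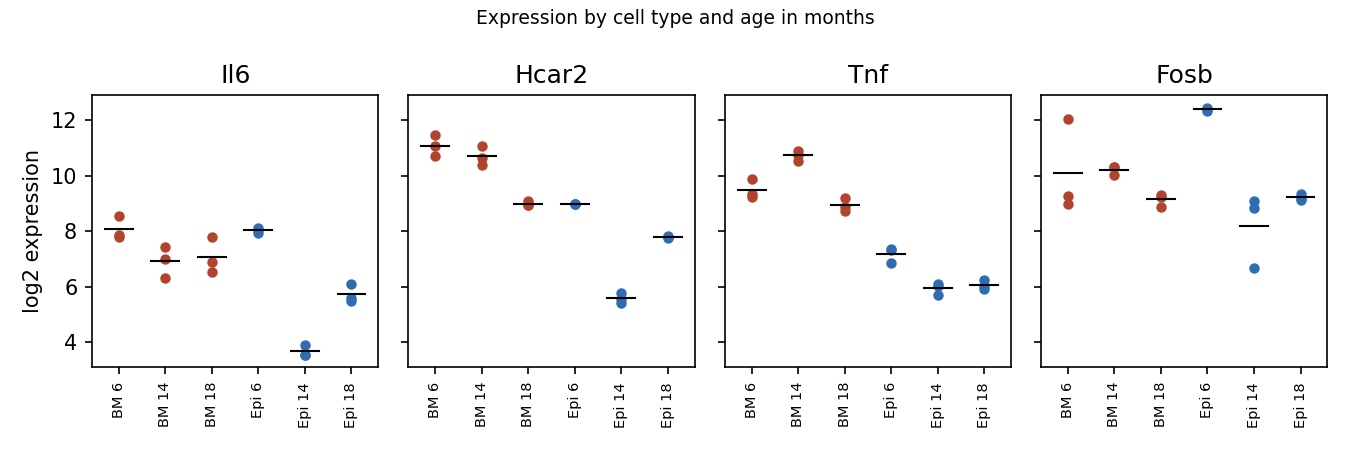
Log2 expression of Il6, Hcar2, Tnf and Fosb in each array, by cell type (BM, bone marrow; Epi, epididymal) and age in months, with the group mean as a line. In epididymal adipocytes all of them are lower at 14 than at 6 months.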

**Table 10:** Age-regulated adipocyte gene expression

		Bone marrow		Epididymal		
			
Symbol	Entrez Gene Name	14M	18M	14M	18M	*p*-value (Age)
TRIB2	tribbles homolog 2 (Drosophila)	3.0	1.2	1.8	-1.2	1.78E-05
TNFα	tumor necrosis factor α	2.4	-1.5	-2.4	-2.2	0.00013
IRS2	insulin receptor substrate 2	2.0	-1.1	-4.3	-2.9	0.00018
EIF2AK3	eukaryotic translation initiation factor 2-alpha kinase 3	1.8	1.2	1.7	1.5	2.12E-06
PTGS2	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)	1.4	-2.1	-3.8	-5.6	4.87E-07
PPARGC1α	peroxisome proliferator-activated receptor gamma, coactivator 1 alpha	1.4	-1.1	-1.0	2.0	0.0024
IL1β	interleukin 1, beta	1.4	-1.5	-2.3	-2.2	0.00026
FN1	fibronectin 1	1.4	-1.2	7.1	-3.2	4.20E-07
PARP2	poly (ADP-ribose) polymerase 2	1.4	1.2	1.3	1.2	0.0018
CCND1	cyclin D1	1.3	1.1	2.5	-1.6	0.00062
INSIG1	insulin induced gene 1	1.3	1.5	1.3	2.8	0.0057
FGF10	fibroblast growth factor 10	1.2	1.2	-2.6	1.0	0.0031
DDIT3	DNA-damage-inducible transcript 3	1.2	-2.1	-1.8	-1.2	0.0036
C3	complement component 3	1.0	-1.4	2.1	-1.3	0.00052
PNPLA2	patatin-like phospholipase domain containing 2	-1.0	-1.6	-1.4	-1.2	0.0049
ABHD5	αβ hydrolase domain containing 5	-1.0	-1.4	-2.0	-1.1	0.00059
GPR109A	G protein-coupled receptor 109A	-1.2	-4.5	-10.6	-2.7	2.68E-08
RARα	retinoic acid receptor, alpha	-1.3	-2.4	1.1	-1.5	3.42E-05
RETNLα	resistin like alpha	-1.3	-1.1	3.0	-10.8	8.46E-08
ARL4A	ADP-ribosylation factor-like 4A	-1.3	1.3	-2.0	1.0	3.30E-05
EIF4EBP2	eukaryotic translation initiation factor 4E binding protein 2	-1.4	-1.6	-1.6	-1.2	0.0024
LAMA4	laminin, alpha 4	-1.4	-1.4	-1.4	-1.2	0.0065
C/EBPα	CCAAT/enhancer binding protein, alpha	-1.5	-1.4	-1.3	1.1	0.0062
FABP4	fatty acid binding protein 4, adipocyte	-1.5	-2.6	-1.2	-1.3	0.0026
AR	androgen receptor	-1.8	-2.0	-1.5	-1.8	0.00026
LEP	leptin	-2.0	-1.8	1.0	1.6	0.0017
IL6	interleukin 6	-2.0	-2.1	-20.5	-5.6	8.65E-07

The list includes the genes that change with age in both bone marrow and epididymal adipocytes. The set of the 27 regulated genes was selected on the basis of their fold changes across age in both adipocyte populations sorted using Partek Genome Suit software and IPA. The significance of differences was measured by two-way ANOVA. A low value in *p *indicates the gene is differentially expressed with respect to age. The comparison included 14-month (14M) and 18-month-old (18M) compared to 6-month-old.

## Discussion

Obesity accelerates the progression of aging and age-related metabolic disorders such as insulin resistance and type 2 diabetes [22,23]. The contribution of the heterogeneity of adipocytes to aging and age-related metabolic syndrome has been studied in subcutaneous and visceral adipose tissue [1,4]. Adipocytes and osteoblasts originate from MSCs within the bone marrow, where there is a reciprocal relationship in the development along each lineage [5-7]. During aging, increased bone marrow adipogenesis compromises hematopoietic stem cell differentiation and bone remodeling [24]. This study represents the first attempt to characterize primary bone marrow adipocytes by gene profiling and to compare their gene profiles with epididymal white adipocytes in response to aging. We observed a significant increase in fat infiltration in the bone marrow in 14-month-old male mice, which was accompanied by an increase in circulating insulin and a decrease in osteocalcin levels, reflecting some of the metabolic changes that occur with age.

### Differential gene profiling of bone marrow adipocytes

Microarray analysis of gene expression by gene ontologies and functional pathways allowed us not only to identify genes differentially expressed in bone marrow adipocytes, but also genes whose expressions were significantly altered during aging. Recently, Majka *et al *performed a microarray analysis of bone marrow progenitor-derived adipocytes which were purified from peripheral adipose depots of transplanted recipient mice by flow cytometry [20]. Their characterization showed that bone marrow progenitor-derived adipocytes are different from conventional white adipocytes with low expression levels of leptin, mitochondrial and peroxisomal capacity and high expression of inflammatory genes. The study design was different from the current study because their study examined bone marrow progenitor-derived adipocytes isolated from visceral or subcutaneous depots, whereas our study examined primary adipocytes isolated directly from bone marrow. Even with this major difference in design, our results with primary bone marrow adipocytes directly isolated from the bone marrow of aging mice agree remarkably well with their results. Global array analysis by PCA (Principal component analysis) mapping showed a clear separation between bone marrow and epididymal adipocytes. Previous studies have shown that macrophages express several genes classically associated with adipocytes, such as FABP4, Plin1 and PPARγ [25]; yet there are distinctions between adipocytes and macrophages. For instance, adipocytes do not express the macrophage specific cell surface marker CD11b (Mac-1α), while macrophages do not express adiponectin [26]. The primary adipocytes isolated from the bone marrow in our studies are characterized by low CD11b expression and high adiponectin (>3-fold) expression as confirmed by quantitative PCR. Expression levels of adipocyte-specific genes (Plin1, FABP4, leptin and Plin2) were also higher in the isolated bone marrow adipocytes than bone marrow stromal cells, thus confirming that the populations of cells studied are adipocytes. CD11b staining also confirmed that there were similar degrees of contamination of adipocytes by monocyte/macrophages in preparations from bone marrow and epididymal adipocytes. In our study, adipocyte specific genes (PPARγ, FABP4, Plin1, adipsin and leptin) were expressed at significantly lower levels in bone marrow adipocytes compared with epididymal white adipocytes, whereas the expression levels of inflammatory genes such as IL-6 and TNFα were found to be higher in bone marrow adipocytes compared with epididymal white adipocytes. The increased expression of proinflammatory cytokines in bone marrow adipocytes might be associated with a high level of macrophage infiltration within the aged bone marrow environment; however, as mentioned, we did not detect significant differences in macrophage contamination of the adipocyte preparations isolated from bone marrow versus epididymal depots. Interestingly, while leptin was expressed at a relatively lower level in bone marrow adipocytes than in epididymal adipocytes, the leptin receptor (LEPR) was more highly expressed in bone marrow adipocytes. In addition, expression of genes involved in fatty acid synthesis and fatty acid oxidation were lower in bone marrow compared with epididymal adipocytes, whereas genes associated with decreased mitochondrial function, such as TNFα, p53, BCL2L11 and IL-1β, were significantly higher in bone marrow compared with epididymal adipocytes. Furthermore, we observed that the expression of a group of genes associated with early adipocyte differentiation, including CEBP/β, KLF4 and EGR1&2, INHBA and S6K1, were higher in bone marrow adipocytes than epididymal adipocytes [27-29], indicating that bone marrow adipocytes are in an early stage of adipocyte differentiation. This observation also is supported by low expression of Plin1 and relatively higher expression of Plin2 in bone marrow adipocytes (14-month-old), as Plin2 is expressed early in adipocyte differentiation [30]. Previous studies also indicated that fat cell progenitors, preadipocytes, resemble the phenotype of macrophages. Preadipocytes account for 15 to 50% of cells in fat tissues [31]. Aging increases the numbers of preadipocytes and the production of cytokines PAI, IL-6 and other proinflammatory cytokines [1,32]. Thus, it is possible that the presence of newly differentiated adipocytes and fat cell progenitor cells might contribute to the differential expression patterns observed in bone marrow adipocytes.

### Age-related gene changes in bone marrow and epididymal adipocytes

Aging is characterized by fat redistribution with increased visceral fat and relative loss of subcutaneous fat in humans [22]. Microarray analysis of age-related gene expression in white adipose tissue (WAT) has been reported in rodents [33,34]. Linford et al reported that aging had a significant effect on gene expression in adipose tissues, particularly genes involved in PPARγ-dependent adipogenesis and lipid metabolism declined with age. Others have suggested that expression levels of key adipogenic transcription factors, C/EBPα, C/EBPδ and PPARγ, are lower in differentiating adipocytes isolated from old compared to young rats [35]. Here we observed a differential expression between bone marrow and epididymal white adipocytes with age. While PPARγ and C/EBPβ significantly increased in 14-month-old then decreased or did not change in 18-month-old bone marrow adipocytes, PPARγ increased and C/EBPβ decreased at 14 and 18 months in epididymal adipocytes. Global analysis of pathways associated with adipogenesis and lipolysis showed that expressions of genes within these pathways are generally increased in 14-month-old bone marrow adipocytes, whereas they are generally decreased in epididymal adipocytes. The observation that the expression pattern of some genes appears to be most highly affected at 14 months is possibly related to changes in body weight and fat mass, as body weights were highest at 14-months (Table 1) and declined at 18 months (36.5 ± 1.6 gm). Moreover, it is possible that age might have an even greater impact on differences in gene expression patterns if older animals (24 or 30 months) were examined.

A decrease in mitochondria function is associated with aging in heart, muscle, liver and white adipocytes in animals [36-39]. A decline in mitochondria function is highly associated with an increase in inflammation and apoptosis [40,41]. Linford et al reported that the most highly induced gene changes in adipose tissue and heart with aging in rats are genes associated with inflammation [33]. Our data are in agreement with previous reports demonstrating an increase in inflammatory genes in both adipocyte populations with age, and in particular in the bone marrow, since the pathway analysis indicated that there were more genes altered with age in bone marrow adipocytes. We further examined whether the genes known to be involved in aging were altered in adipocytes. For examples, SOD2 (superoxide dismutase 2) and Sirt1 (sirtuin 1), which are associated with mitochondrial aging [42], were significantly decreased in epididymal adipocytes with age, whereas these changes were not seen in bone marrow adipocytes. However, overall there was generally a similar expression pattern observed in both bone marrow and epididymal adipocytes in response to aging, but age has a greater impact on global gene expression in epididymal than in bone marrow adipocytes.

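Sod2, a mitochondrial superoxide dismutase, fell in epididymal adipocytes at 14 months by a log2 fold change of -0.80 (standard error 0.17, adjusted p = 0.00195) and did not pass at 18 months, 0.12 (adjusted p = 0.688). The deacetylase gene Sirt1 fell at 14 months, -0.80 (standard error 0.12, adjusted p = 9.31e-05), and did not pass at 18 months, -0.030 (adjusted p = 0.896). In bone marrow Sod2 did not pass at 14 months, 0.31 (adjusted p = 0.295), nor did Sirt1, 0.065 (adjusted p = 0.839). The changes at 14 months differed between cell types by 1.11 for Sod2 (adjusted p = 0.00362) and 0.86 for Sirt1 (adjusted p = 0.00208).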

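Across probe sets the change at 14 months in bone marrow had a Pearson correlation of 0.112 with that in epididymal adipocytes. At 18 months the correlation was 0.186. Spearman's coefficients were 0.112 and 0.189, and genes are not independent replicates. Among the 2196 probe sets changed in both cell types, 59.9% moved the same way at 14 months and 65.1% at 18 months. The mean squared log2 change beyond error was 0.172 in epididymal adipocytes and 0.0659 in bone marrow. Their difference of 0.106 gave a permutation p of 0.00990 when cell type labels were reshuffled within each age. Without the bone marrow 6-month replicate 3 the difference is 0.0643 and its p 0.0693, the top of a range from 0.00990 over the alternatives. On simulated sets whose cell types changed by equal amounts, this p fell under 0.05 in 11.7% of sets with changes in the same genes and 26.7% with changes in different genes, so it does not decide whether the effects differ in size. Fibroblast and macrophage markers took part in the epididymal change, with Pdgfra at 2.66 (adjusted p = 3.69e-07) and Lyz2 at 2.44 (adjusted p = 1.73e-06) at 14 months. In bone marrow the endothelial gene Cdh5 fell at 18 months, -1.69 (adjusted p = 7.86e-04), a call lost with a fit of the compared groups alone. The paper concludes that the pattern of changes is generally similar and the effect of age greater in epididymal adipocytes.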

### Potential functional implications of gene expression profile of bone marrow adipocytes

In view of the physical proximity of adipocytes and osteoblasts within the bone marrow and the inverse relationship between bone mass and bone marrow adiposity, it seems reasonable to speculate that adipocytes can directly influence bone remodeling. Indeed, we have shown that adipocytes can modulate key metabolic functions of osteoblasts in co-culture through the release of secretory products (50). Daley et al suggest that adipocyte-secreted cytokines TNFα and adiponectin inhibit hematopoietic progenitor cell expansion within the bone marrow and also affect bone remodeling [26]. In this regard it is noteworthy that Wdnm1-like, an adipocyte-secreted protein, is expressed 3-4 fold higher in bone marrow adipocytes. 

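Wfdc21, the current symbol of the Wdnm1-like gene, had a log2 fold change of 1.86 (standard error 0.14, adjusted p = 3.61e-10) in bone marrow against epididymal adipocytes. At single ages it was 1.76 at 6 months, 2.21 at 14 months and 1.62 at 18 months. It did not pass for a change with age in bone marrow (adjusted p = 0.505 from limma's F test).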

Smas et al reported that Wdnm1-like is selectively expressed in adipose and liver and increases matrix metalloproteinase 2 (MMP2) activity [43]. It is possible that bone marrow adipocytes, through the release of Wdnm1-like, might contribute to extracellular remodeling within the bone marrow and mediate cross-talk between adipocytes, mesenchymal and hematopoietic stem cells. In addition to Wdnm1-like protein, we identified a number of genes that could potentially affect adipose-derived signaling to bone and whose expressions are increased in bone marrow adipocytes. For instance, the expression levels of oncostatin M (OM), SFRP4, ABCB4, TNFα, TGFβ1, GPR109A and IL-6 are markedly increased in bone marrow adipocytes. 

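Sfrp4, which binds Wnt proteins, had a log2 fold change of 2.39 (standard error 0.15, adjusted p = 2.51e-11) in bone marrow against epididymal adipocytes, and Abcb4, a phospholipid transporter, had 2.92 (standard error 0.086, adjusted p = 3.67e-16). Sfrp4 rose in epididymal adipocytes at 14 months, 2.20 (adjusted p = 4.63e-06). Abcb4 rose at 18 months in bone marrow, 0.73 (adjusted p = 0.00631), a call lost with array weights (0.64) or a fit of the compared groups alone, and in epididymal adipocytes, 1.13 (adjusted p = 4.13e-05).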

Whereas the actions of cytokines, such as OM, TNFα, and IL-6, and growth factors, such as TGFβ1, on bone are well described [44,45], SFRP4 is a phosphatonin that inhibits both tubular phosphate reabsorption and Wnt signaling, and whose expression has been reported to increase during adipose differentiation of MSCs and to be associated with lower bone density in mice [46-48]. Moreover, transgenic expression of SFRP4 in osteoblasts results in lower bone density [49]. ABCB4, also known as multidrug resistance P-glycoprotein 3, translocates phosphatidylcholine (PC) from the inner to the outer plasma membrane, thus functioning as a PC flippase; mutations in ABCB4 cause cholestatic liver disease [50]. Though no specific associations of ABCB4 with bone abnormalities are known, it is possible that adipocyte-derived PC might be supplied to and influence differentiation of MSCs or osteoblasts. GPR109A is the receptor for nicotinic acid, whose endogenous ligand appears to be a product of fatty acid oxidation, β-hydroxybutyrate [51]. This would reduce the local release of possible PPARγ or other receptor ligands or pro-ligands and potentially have a beneficial impact on bone. Therefore, the gene expression profile of bone marrow adipocytes is such that it could lead to both positive and negative effects on bone. The gene expression profile observed in 14-month-old bone marrow adipocytes was accompanied by elevated circulating serum insulin, glucose, adipocytokines (leptin, adiponectin) and reduced osteocalcin. The regulation of osteocalcin secretion by insulin has been shown in recent studies [16]. Therefore, it is possible that the increase in adipogenesis in the bone marrow of 14-month-old mice induces a negative influence on MSC lineages, thereby leading to a decline in osteoblast function, which could, in part, be attributed to hyperinsulinemia.

## Conclusions

Taken together, comparison of gene expression profiles in bone marrow adipocytes with epididymal adipocytes indicates that bone marrow adipocytes express adipocyte-specific genes, but appear to have a gene expression pattern that distinguishes them from epididymal adipocytes. Primary adipocytes within the bone marrow are characterized by low expression levels of adipocyte-specific genes and high levels of genes associated with early adipocyte lineage. However, adipocytes from both depots display common pathways and generally similar alterations in gene expression in response to aging. In depth research into the functional role of bone marrow adipocytes will be important for uncovering age related changes in bone, hematopoiesis and metabolic functions.

## Methods

### Experimental animals and isolation of adipocytes

Bone marrow adipocytes and epididymal white adipocytes (n = 6-10 animals per group) were isolated from male C57BL/6J mice (6-months, 14-months and 18-months of age). All mice were housed in temperature-controlled conditions on a 12-h light, 12-h dark cycle, and were fed standard chow. All procedures were in accordance with institution guidelines and approved by the institutional animal care and use committee of the VA Palo Alto Health Care System. Briefly, both femurs and tibias were collected after mice were sacrificed. Bones were cleaned and rinsed with 75% ethanol and DEPC water to eliminate surrounding fat and muscle cells. Fresh bone marrows were flushed out with PBS containing 1% fatty acid-free BSA and 1% RNAase and DNAase-free water using a 25-gauge needle from femurs and tibias. Red blood cells were lysed using red cell lysis buffer. After centrifugation at 3000 rpm for 5 min, floating adipocytes were collected from bone marrow stromal cells and then were washed with PBS buffer three times. In addition to the bone marrow, primary adipocytes were isolated from epididymal white adipose tissue (WAT) as described previously [52]. Briefly, epididymal WAT was removed from mice and minced with scissors into 2 ml Kreb-Ringer HEPES buffer supplemented with 3% BSA. Tissues were digested with collagenase type I (1mg/ml) for 40 min at 37°C in a 250 rpm shaker and adipocytes then isolated by flotation.

### Histology

Distal femurs isolated from 6-month-old and 14-month-old C57BL6/J male mice were decalcified in 4% EDTA and paraffin embedded following manufacturer's standard procedures (Histion, Everett, WA). Bones were sectioned in the sagittal plane to obtain cross sections of the distal femur and stained with hematoxylin and eosin (H&E). Fields were taken from distal femur sections of 6-month-old and 14-month-old mice and adipose areas calculated using ImagePro software.

## Microarray analysis

### RNA isolation, purification and array procedures

Total RNA was extracted using Trizol (Life Technologies, Grand Island, NY, USA) and chloroform followed by purification on an RNeasy MinElute column (QIAGEN, Valencia, CA, USA). Three pooled RNA preparations were generated from 6-10 animals due to the low yield of bone marrow adipocytes during isolation. RNA quality was verified using an Agilent Bioanalyzer (Agilent technologies, Palo Alto, CA, USA). Total RNA was biotin-labeled and hybridized to the GeneChip Mouse Gene 1.0 ST Array platform (Affymetrix, Santa Clara, CA, USA) with three RNA preparations per age group. The Protein and Nucleic Acid Microarray Facility at Stanford University carried out processing of DNA arrays according to standard protocols from the Affymetrix GeneChip^® ^Whole Transcript (WT) Sense Target Labeling Assay. This assay is designed to generate amplified and biotinylated sense-strand DNA targets from the entire expressed genome without bias. This assay and associated reagents have been optimized specifically for use with the GeneChip^® ^ST Arrays where "ST" stands for "Sense Target" and the probes on the arrays have been selected to be distributed throughout the entire length of each transcript. The microarray data files have been submitted to the Gene Expression Omnibus (GEO) and the accession number is GSE25905.

### Statistical analysis

The raw data from microarrays were analyzed using Partek^® ^Genome Suite software, version 6.3 Copyright^© ^2008 (Partek Inc., St. Louis, MO, USA). Briefly, Affymetrix .CEL files were processed to generate gcRMA (robust multi-array average) values. This step was followed by quantile normalization and log2 transformation to represent gene expression levels. Samples were grouped into cell type (bone marrow adipocytes vs. epididymal white adipocytes) and age (6-month (6M), 14-month (14M) and 18-month (18M)). ANOVA was performed including age and cell type interaction to generate the lists of differentially expressed genes comparing the bone marrow adipocytes with epididymal white adipocytes with age. There were three gene chips for each group. A total of 18 individual arrays contributed to the analyses. Probe sets with a fold-change 2.0 and adjusted *p*-value < 0.05 were considered differentially expressed between two cell types at each age group. The Benjamini-Hochberg false discovery rate (FDR) method was used for false positives. A corrected p-value cutoff of 0.05 was used to select the regulated genes with the lowest FDR. Partek^® ^Genome Suite was used as the first step for quality control (QC) of the data on all the samples with two methods, Pearson correlation and Principal Component Analysis (PCA). PCA was performed as a global view of sample clustering, which is related to the total variance in gene expression for all genes. Normalized expression values for all genes were analyzed. A selection of 3918 genes (13%) of the 28853 well-characterized mouse genes in Mouse Gene 1.0 ST array was differentially expressed between the two adipocyte populations. This selection was based on adjusted p < 0.05 and fold change ± 2.0. These 3918 genes were assigned to biologically meaningful gene ontology (GO) categories using GO enrichment analysis (Partek^® ^Genome Suite software, version 6.3).

Statistical analysis of metabolic parameters was performed using Graphpad Prism 4.0. Age dependent changes were statistically analyzed by one-way ANOVA (repeated measures for within subject samples). Data are presented as mean ± SE.

### Pathway Analysis

For each comparison a list of differentially expressed genes was generated. The gene lists, along with associated expression or fold-change values, were further analyzed using Ingenuity Pathway Analysis (Ingenuity system, Inc, Redwood City, CA, USA) to identify differentially expressed pathways between bone marrow adipocytes and epididymal white adipocytes with age. The list of significantly regulated genes selected by the microarray analysis described above was loaded in IPA with the following criteria: reference set: Mouse 1.0 ST Gene assay; direct and indirect relationships included filtered by species (mouse) and by tissue (adipose). Then IPA computed the data to generate significant networks of genes that are associated with particular biological functions, diseases and signaling pathways.

### Analysis of gene expression by real-time RT-PCR

Total RNA was extracted from cells with TriZol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's protocol. Total RNA was reverse transcribed with random hexamers by using reverse transcriptase (Invitrogen, Carlsbad, CA, USA). Expression of selected adipose genes in preparations of bone marrow cells, adipocytes isolated from bone marrow and adipocytes isolated from epididymal white adipose tissue. A set of original RNA from the same animal was re-amplified to aRNA, and then converted to cDNA. After cDNA synthesis, mRNA expression levels were determined by using SYBR green qPCR supermix (ABI, Foster City, CA, USA). Expression levels of mRNA were analyzed by quantitative real-time PCR (Prism 7900 Sequence Detection System, Applied Biosystems (ABI), Foster City, CA, USA). Relative gene expression was calculated using the comparative threshold method (2 − ΔΔCt) [53]. Relative fold change was normalized to endogenous 18S and bone marrow stromal cells. Data are presented as Log2 of fold change. Primers are listed in Additional File 2, **Table S1**.

### Determination of insulin and adipokine concentrations by Luminex ELISA

Serum obtained from mice was analyzed for adipokines and bone panel measurements using a multiplex mouse adipokines assay (Mouse adipocyte panel, Millipore, Bedford, MA, USA), and detected by Luminex xMAP method (Luminex 200, Millipore, Bedford, MA, USA). Insulin and adipokines including adiponectin, leptin, resistin, and bone markers osteocalcin, RANKL and osteoprotegerin were measured in 6-month and 14-month-old mice in the fed state.

### Immunostaining

Percentage of monocytes was determined by counting the number of CD11b positive cells per 100 cells. Approximately 200 to 400 cells were counted in each experiment. Freshly isolated adipocytes from bone marrow or epididymal adipose tissue were fixed with 3.7% paraformaldehyde in PBS for 1 h at room temperature. Fixed cells were incubated with either BODIPY 493/503 (1:500, 1 mg/mL, Molecular Probe, Carlsbad, CA, USA) or PE (phycoerythrin) conjugated anti-mouse CD11b (Intergrin a, Mac-1α, eBioscience Inc, San Diego, CA, USA) at 0.124 μg per million cells in 100 μL total staining volume and polyclonal anti rabbit perilipin antibodies (1:200; a kind gift of Dr. Andrew Greenberg, Tufts University) in 1% blocking solution for 1 h. Following 1 h incubation of Alexa 555 (red) conjugated secondary antibodies at a dilution of 1:800 at room temperature, the stained cells were washed three to four times with PBS and observed using a Zeiss Axio Observer A1 microscope (Carl Zeiss, Thornwood, NY, USA).

## Authors' contributions

LFL designed and performed experiments and wrote the manuscript; WJS, MU and SP performed experiments; FBK designed the experiments and wrote the manuscript.

## Supplementary Material

Additional file 1 **Figure S1: Evaluation of gene expression microarray data sets**. RNA from bone marrow and epididymal white adipocytes (three samples each age group) was converted to cDNA, labeled and hybridized to Affymetrix Mouse Gene 1.0 ST arrays. Scanned data were imported into Partek Genomics Suit Software and normalized using RMA algorithim. A plot of frequency versus signal value is shown for each dataset. Click here for file

Additional file 2 **Table S1: List of primers for qRT-PCR**. Click here for file

# Supplementary material for: Characterization of age-related gene expression profiling in bone marrow and epididymal adipocytes
**Source:** BMC Genomics. 2011 May 5;12:212. doi: 10.1186/1471-2164-12-212
**Supplement:** Additional file 2 — Table S1: List of primers for qRT-PCR.

**Table S1.** List of primers for RT-PCR

| Gene symbol | Entrez gene name | Gene Assession number |  | **Sequence** (5' -> 3') | **Length** | **Tm** |
| --- | --- | --- | --- | --- | --- | --- |
| FABP4, AP2, ALBP | Fatty acid binding protein 4, adipocyte | NM_024406 | Forward Primer | GCGTGGAATTCGATGAAATCA | 21 | 62.4 |
|  |  |  | Reverse Primer | CCCGCCATCTAGGGTTATGA | 20 | 62.5 |
| Lep, OB | Leptin | NM_008493 | Forward Primer | GGGCTTCACCCCATTCTGA | 20 | 61.6 |
|  |  |  | Reverse Primer | GCCCACCAACTTCGGAATC | 21 | 61.2 |
| PPARγ | Peroxisome proliferator-activated receptor gamma | BC021798 | Forward Primer | TGCGAGTGGTCTTCCATCAC | 20 | 63 |
|  |  |  | Reverse Primer | GTCGTTGAACTCCTCGGTCT | 20 | 61.2 |
| Plin 1 | Perilipin 1 | XM_133574 | Forward Primer | CATCTCTACCCGCCTTCGAA | 20 | 62.7 |
|  |  |  | Reverse Primer | TGCTTGCAATGGGCACACT | 19 | 60.1 |
| Plin 2, Adipopilin | Perilipin 2 | NM_007408 | Forward Primer | AGCCAACGTCCGAGATTGTT | 20 | 60.2 |
|  |  |  | Reverse Primer | CACATCCTTCGCCCCAGTT | 19 | 60.2 |
| ADIPOQ, ACRP30 | Adiponectin | NM_009605 | Forward Primer | CGGCAGCACTGGCAAGTT | 18 | 60.9 |
|  |  |  | Reverse Primer | CCGTGATGTGGTAAGAGAAGTAGTAGA | 26 | 60.2 |
| CEBP/β | Ccaat/enhancer binding protein beta | X62600 | Forward Primer | AAGCTGAGCGACGAGTACAAGA | 22 | 60.4 |
|  |  |  | Reverse Primer | GTCAGCTCCAGCACCTTGTG | 19 | 60.2 |

How the deposited data were processed for this re-analysis (not part of the article)

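RNA from floated bone marrow adipocytes and epididymal white adipocytes of mice of 6, 14 and 18 months was measured on 18 Affymetrix gene arrays, 3 for each of 6 groups. The authors corrected the scans with gcRMA in Partek, normalized them by quantiles and deposited log2 values, which were used as deposited. Rank by rank, arrays differed by up to 0.58, and repeating the quantile normalization is one of the alternatives. Raw scans were not used here, and neither were the paper's quantitative PCR, its histology and its pathway software.

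The deposited table holds 35556 probe sets. The array's annotation names a gene for 23410, which were all tested, and 1621 of these name several genes. Single genes are given only from probe sets that name one gene (19938 genes), by the probe set with the highest mean where a gene has more than one (999 genes).

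All arrays entered 1 linear model with a mean for each group (limma 3.58.1 in R 4.3.3, moderated t and F tests). Contrasts were bone marrow against epididymal adipocytes over the ages and at each age, each older age against 6 months in each cell type, and the differences of these age changes between cell types. P values were adjusted by Benjamini and Hochberg within each contrast, and a call needs an adjusted p under 0.05. Counts between cell types also need a fold of 2, as in the paper. A test on simulated data, with the error between the pooled replicates, put log2 changes of 0.5, 1, 1.5 and 2 in bone marrow. It called 38%, 92%, 98% and 100% of the changed probe sets, and 5.20% of its calls were of unchanged ones. The model shares an error per probe set between groups, while the median SD was 0.22 in 6-month bone marrow and 0.097 to 0.14 in the others. These rates may therefore not hold for age changes in bone marrow. There a fit of the compared groups alone called 271 probe sets at 14 months (main 2028). Pooling evens out differences between animals, so the error is that of pools. Both cell types came from the same mice, which the model does not use.

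Gene groups were tested with limma's camera, with its preset correlation between genes of 0.01 and with an estimated correlation, adjusted over all groups and comparisons. There were 48 lists, 36 from general knowledge and 12 from the paper. Lists, the tests of the comparisons, alternatives and the rule for named genes were fixed before the data were examined. The check of replicate numbers, the simulated test of the age measure's p, the use of another probe set of a gene and the tests named at the top of the closing parts were chosen later. The rule admits genes the paper names in its text or tables, whose values there were therefore seen, the 10 largest rises and falls of each of 5 comparisons among genes whose groups do not overlap, and up to 4 members of each list. Some genes of the paper's tables are not reported here.

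The effect of age was set between cell types by the mean squared log2 change beyond error, with cell type labels reshuffled within each age, after each cell type's mean was removed, in 100 draws. Correlations of age changes use all tested probe sets. Alternatives changed the probe sets, the test, the variance prior, array weights, scaling, the samples in the fit, a replicate block, the limits and the arrays left out, and the closing section gives their effect. The fits, the list tests and the age measure were tested on simulated data with known changes. Figures and tables were prepared with Python 3.11.15.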

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

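The tests of normalization, of macrophage numbers, of handling and of a lower share of adipocytes were chosen only after the result they bear on was seen.

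Some values differed between the cell types, and others came from gene lists not drawn from the paper. The interaction of cell type and age passed for 4770 probe sets. At 14 months the change in bone marrow minus that in epididymal adipocytes had a median of -2.24 over 13 fibroblast and progenitor markers (adjusted p = 4.52e-17, 0.00365 with an estimated correlation). It was -1.80 over 15 endothelial markers (7.26e-16 and 0.0377) and -0.92 over 12 mesothelial markers (6.22e-09 and 0.0377). Immediate early genes gave 2.97 (1.57e-25 and 0.0377), cytokine and NF-kB target genes 1.81 (1.44e-25 and 0.00365) and clock genes 0.48 (7.25e-07 and 0.0378). At 18 months cytokine genes gave 0.78 (3.52e-09 and 0.0488) and brown adipocyte markers -0.49 (1.72e-04 and 0.0377).

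Blood lineage markers were higher in the bone marrow preparations, B-lineage markers among them with a median log2 fold change of 2.60. With an estimated correlation only B-lineage markers passed camera (adjusted p = 0.0414), against 0.184 for neutrophil, 0.0765 for erythroid, 0.199 for platelet and 0.0882 for proliferation genes. With ribosomal protein genes set equal, the lowest of 5 list medians (neutrophil, erythroid, platelet, B-lineage and proliferation) was still 1.75. This argues against a constant shift between arrays as the whole cause. Other effects of the authors' processing were not tested. Other marrow cells in shares that vary between arrays cannot be told apart from other causes, as the adipocyte and blood lists correlated at 0.133 (Spearman, 9 arrays, age means removed), too few to decide. Expression by marrow adipocytes alone would need markers of all these lineages and proliferation genes to rise together in adipocytes. Medians were 5.54 for neutrophil, 4.62 for erythroid, 3.05 for platelet, 2.60 for B-lineage and 3.40 for proliferation genes. These values argue against adipocytes as the only source. The arrays give no level per cell, so a part from marrow adipocytes and a difference of tissue stay open, untested. Red cell lysis and flotation of the cells would remove much of the blood, and S100a9 was at 12.68 ± 0.24 in 6-month bone marrow. In 6-month epididymal adipocytes 13 of 23 neutrophil, 8 of 18 erythroid, 4 of 11 platelet, 1 of 19 B-lineage and 12 of 29 proliferation genes lay above the median of all values. Background was not set and levels of different probe sets are not comparable, so these counts do not tell which genes were expressed.

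Immediate early genes had a median change of -2.24 at 14 months in epididymal adipocytes (adjusted p = 6.46e-24, 0.0414 with an estimated correlation) and -1.31 at 18 months (2.02e-13 and 0.104, which does not pass). Cytokine genes had -1.24 (4.50e-19 and 0.0149) and -1.13 (9.20e-17 and 0.0158). With arrays centred on the median, the highest of the 4 medians was -0.94, which argues against a constant shift between arrays as the cause. Centring moves all lists of a comparison alike, so other effects of the authors' processing were not tested. Fewer macrophages are argued against at 14 months, where their markers had a median of 1.89, and are a possible source at 18 months, where it was -1.20. Handling or a batch that follows the age groups cannot be told apart from age, since the median in bone marrow at 14 months was 0.27 and only the epididymal tissue was digested with collagenase before flotation. Age itself stays an open explanation, untested, and the paper names 4 of the 25 immediate early genes and 6 of the 27 cytokine genes.

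Macrophage, fibroblast, mesothelial and endothelial markers were higher in epididymal adipocytes at 14 months, with medians of 1.89, 1.99, 0.95 and 0.82 (adjusted p = 1.17e-16, 5.85e-17, 4.81e-10 and 3.93e-09). With an estimated correlation the first 3 passed (0.0414, 0.0149 and 0.035) and endothelial markers did not (0.076). With arrays centred on the median the lowest was 0.74, which argues against a constant shift between arrays. Without each 14-month array in turn the lowest was 0.83, which argues against a single array. Other effects of the authors' processing were not tested. A lower share of adipocytes alone would raise every other cell type, and it cannot be told apart. Neutrophil markers had a median of -0.82 and erythroid markers -0.63 (adjusted p = 0.00159 and 4.62e-05, 0.49 and 0.261 with an estimated correlation), but without epididymal 6-month replicate 1 these medians were -0.23 and -0.34. More stromal and macrophage cells floating with the adipocytes, or expression that changed with age, may each explain the rise, and C1qa reached 10.59 ± 0.21 and Pdgfra 9.96 ± 0.37 there. The paper counted CD11b-positive cells and reports a similar degree of macrophage contamination in both preparations. Flotation would remove many such cells. At 6 months 14 of 20 macrophage, 12 of 13 fibroblast, 9 of 12 mesothelial and all 15 endothelial genes were above the median of all values. For the same reasons as above, these counts do not tell whether such cells were present at 6 months.

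Other lists also moved. B-lineage markers rose in bone marrow at 14 months (median 1.15), as did T and NK cell markers (0.49, adjusted p = 2.36e-08, 0.0414 with an estimated correlation). MHC class II genes rose in epididymal adipocytes at 14 months (1.82, 6.01e-12 and 0.0414). At 18 months in epididymal adipocytes, brown adipocyte markers rose (0.33, 2.56e-04 and 0.0423) and so did cholesterol synthesis genes (0.81, 2.10e-13 and 0.0451). Medians in that comparison were -1.20 for macrophage, -0.93 for endothelial and -0.50 for mesothelial markers, and 0.067 for mature adipocyte markers. Whether a change in cell shares explains the 18-month rises was not tested. Groups of 3 arrays were not tested for samples far from the others.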

How the results depend on the processing

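The alternatives reported in this part were planned, except another probe set of a gene, chosen after seeing the data. Array signal is relative, flattens near background and saturation, and was not calibrated here, so log2 fold changes of dim and of very bright genes are flattened measures of transcript amount. Why a setting moved a value was not tested. The main fit shares an error per probe set between groups whose median SD ran from 0.097 (18-month epididymal) to 0.22 (6-month bone marrow). With the compared groups alone, counts of age changes fell in bone marrow and rose at 18 months in epididymal adipocytes, which goes with that spread.

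With limma array weights the probe sets numbered 11390 changed with age in epididymal adipocytes (main 7256), 1105 changed at 14 months in bone marrow (main 2028), 961 changed at 18 months in bone marrow (main 1991) and 7458 changed at 18 months in epididymal adipocytes (main 3799). With ribosomal protein genes set equal between arrays the probe sets numbered 1097 higher in bone marrow (main 2380), 8078 lower in bone marrow (main 2713), 12996 differing at 6 months (main 5418) and 10307 differing at 18 months (main 5576). With a fit of the compared groups alone the probe sets numbered 1989 changed with age in bone marrow (main 4332), 271 changed at 14 months in bone marrow, 18 changed at 18 months in bone marrow and 5834 changed at 18 months in epididymal adipocytes. Without a fold limit the probe sets numbered 6293 higher in bone marrow, 7307 lower in bone marrow, 10843 differing at 6 months, 10726 differing at 14 months (main 5008) and 11032 differing at 18 months. At a fold of at least 1.5 the probe sets numbered 3874 higher in bone marrow, 4367 lower in bone marrow, 8300 differing at 6 months, 8062 differing at 14 months, 8614 differing at 18 months, 2339 changed with age in bone marrow, 3939 changed with age in epididymal adipocytes, 5403 changed with age by the joint test (main 9170), 1291 changed at 14 months in bone marrow, 1252 changed at 18 months in bone marrow, 2636 changed at 14 months in epididymal adipocytes (main 4150) and 2074 changed at 18 months in epididymal adipocytes. At a fold of at least 4 the probe sets numbered 975 higher in bone marrow, 1013 lower in bone marrow, 2144 differing at 6 months, 1964 differing at 14 months and 2308 differing at 18 months. At a fold of at least 2 the probe sets numbered 517 changed with age in bone marrow, 1391 changed with age in epididymal adipocytes, 1741 changed with age by the joint test, 1865 with an interaction (main 4770), 320 changed at 14 months in bone marrow, 242 changed at 18 months in bone marrow, 1075 changed at 14 months in epididymal adipocytes and 563 changed at 18 months in epididymal adipocytes. At an adjusted p under 0.01 the probe sets numbered 2155 changed with age in bone marrow, 4699 changed with age in epididymal adipocytes, 6068 changed with age by the joint test, 2653 with an interaction, 893 changed at 14 months in bone marrow, 619 changed at 18 months in bone marrow, 2594 changed at 14 months in epididymal adipocytes and 1901 changed at 18 months in epididymal adipocytes. Of 235 pairs of a list and a comparison, 121 passed camera with its preset correlation and 21 with an estimated one.

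Scaling moved the balance of directions. Probe sets that rose made up 50.6% of those changed at 18 months in epididymal adipocytes, 80.8% with arrays centred on the median and 63.1% with quantile normalization repeated. At 14 months in epididymal adipocytes the share was 57.6%, and 42.6% with median centring. At 18 months in bone marrow it was 39.7%, and 49.8% and 51.6% with the same alternatives. Between cell types 46.7% were higher in bone marrow, and 12.0% with equal ribosomal protein genes, which moved the median by -0.85. The premise of that scaling was not tested. Unscaled, ribosomal protein genes had a median of 0.73 in bone marrow against epididymal adipocytes, beside 3.40 for proliferation genes. Calls of lower expression that appear only with it rest on that premise.

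Leaving out each array in turn gave ranges of 2351 to 2435 higher in bone marrow, 2687 to 2749 lower in bone marrow, 5380 to 5518 differing at 6 months, 4880 to 5139 differing at 14 months, 5521 to 5619 differing at 18 months, 3126 to 5981 changed with age in bone marrow, 5594 to 8871 changed with age in epididymal adipocytes, 7704 to 10475 changed with age by the joint test, 3684 to 5986 with an interaction, 1031 to 3040 changed at 14 months in bone marrow, 1058 to 3858 changed at 18 months in bone marrow, 2941 to 5195 changed at 14 months in epididymal adipocytes and 2129 to 5046 changed at 18 months in epididymal adipocytes. For probe sets changed at 14 months in bone marrow the count was 1336 without bone marrow 14-month replicate 2 and 1031 without replicate 3. For probe sets changed at 18 months in bone marrow the count was 3858 without bone marrow 6-month replicate 3, 1071 without bone marrow 18-month replicate 1, 1058 without replicate 2 and 1215 without replicate 3. For probe sets changed at 18 months in epididymal adipocytes the count was 2532 without epididymal 6-month replicate 2, 2251 without replicate 3, 2129 without epididymal 18-month replicate 1 and 2379 without replicate 2. The share of principal component 1 ran from 79.6% to 81.4% (main 79.9%), and was 39.5% with probe sets scaled to unit variance and 82.1% without dim ones. The age impact difference ran from 0.0643 to 0.129. The correlation of age changes ran from 0.0784 to 0.149 at 14 months and from 0.140 to 0.217 at 18 months. Over the probe sets past the test it was 0.226 at 18 months.

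Of 169 pairs of a gene and a comparison given in the text, 144 passed. Calls lost and gained were 1 and 0 with another probe set of the gene (6 pairs), 6 and 1 with array weights, 1 and 1 with median centring, 0 and 1 with leaving out dim probe sets, 1 and 0 with the use of every probe set, 23 and 0 with a fit of the compared groups alone (112 pairs), 4 and 1 with an ordinary analysis of variance, 1 and 0 with repeated quantile normalization and 1 and 3 with equal ribosomal protein genes (57 pairs). No call changed with the mean over a gene's probe sets, one probe set per gene and a trended and robust prior. The fit of compared groups alone lost calls only in bone marrow, 10 at 14 and 13 at 18 months. Values changed sign (range over single arrays left out, else other alternatives) for Il6 bone marrow against epididymal at 6 months (0.032, from -0.20 to 0.17, else -0.12, -0.016 and -0.93), Plin3 at 18 months in bone marrow (-0.021, from -0.14 to 0.11, else 0.028 and 0.0022), Sirt1 at 18 months in epididymal (-0.030, from -0.056 to 0.0014, else 0.15), Acss1 at 14 months in bone marrow (0.014, from -0.073 to 0.18, else -0.015), Pnpla2 at 14 months in bone marrow (-0.055, from -0.16 to 0.018), Sirt1 at 14 months in bone marrow (0.065, from -0.031 to 0.18), Fads2 at 18 months in bone marrow (0.038, from -0.13 to 0.25) and Pparg at 18 months in bone marrow (0.038, from -0.18 to 0.16). Of these only the -0.93 of Il6, with equal ribosomal protein genes, passes.

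The paper does not say which pools share mice. With a replicate block, 4082 probe sets changed with age in bone marrow and 7068 in epididymal adipocytes, and every count stayed within 1.5 times. The correlations of deviations of arrays that share a replicate number lay between -0.136 and 0.153 across cell types and between -0.219 and 0.149 across ages. Across cell types an array correlated best with its own number in 4 of 9 cases (3 by chance), and across ages in 2 of 9 in bone marrow and 7 of 9 in epididymal adipocytes, where all 9 correlations were positive and 3 over 0.1. The numbers were not taken to pair the samples. Under the block Adipoq passes in bone marrow at 18 months (-0.93).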

Differences from the paper's values

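The tests behind this part were set before the values of this comparison were computed, except that the use of another probe set of a gene was chosen after seeing the data. A fold of the paper and one computed here are said to differ where the gap exceeds the error between the arrays or the sign is not the same. A negative fold is a decrease, and an alternative that closes a gap is named. The alternatives not named beside a value left it different.

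The paper counts 5649 genes with significant changes in both cell types with age. Its methods give a corrected p of 0.05 and the notes of Tables 5 and 6 give 0.01, and the joint test here gives 9170 probe sets at 0.05 and 6068 at 0.01. The count comes within 1.5 times of the paper's with one probe set per gene, an ordinary analysis of variance, a fold of at least 1.5 and an adjusted p under 0.01 or without epididymal 6-month replicates 2 and 3, bone marrow 14-month replicates 2 and 3, epididymal 14-month replicates 1 and 2, bone marrow 18-month replicates 2 and 3 or epididymal 18-month replicates 1, 2 and 3. It stays outside with the other alternatives: every probe set, dim ones left out, a trended and robust prior, array weights, median centring, repeated quantile normalization, a replicate block, a fold of at least 2 and the other single arrays left out. Read as changed in each cell type, the count here is 2196 probe sets.

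Of 503 folds compared, 61 differ, 31 of them age changes at 18 months in epididymal adipocytes. The error between arrays was small there, so gaps of like size can count there and not in bone marrow. Prdx3 of Table 7 at 18 months was 2.39 against 2.24 here in bone marrow, not counted (log2 error 0.55). In epididymal adipocytes it was 1.19 against 1.13, counted (log2 error 0.059). The share at 18 months thus partly reflects the rule. A gene in several tables is counted in each. Pearson correlations of log2 folds with the paper's ran from 0.968 in Table 8 to 0.999 in Table 3.

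In Table 3 the paper's folds differ as follows. The paper gives Cebpb at 18 months 1.3 against 1.45 here, closed with array weights and median centring or without bone marrow 18-month replicate 1 or epididymal 18-month replicates 2 and 3. The paper gives Il6 at 6 months -1.1 against 1.02 here, closed with array weights and median centring or without bone marrow 6-month replicate 1 or epididymal 6-month replicate 3. The paper gives Lep at 6 months -152.5 against -217 here, closed with array weights or without bone marrow 6-month replicate 1 or epididymal 6-month replicate 1. The paper gives Lep at 14 months -300.1 against -348 here, closed with array weights and median centring or without bone marrow 14-month replicate 3 or epididymal 14-month replicate 3. The paper gives Lep at 18 months -454.4 against -480.0 here, closed with repeated quantile normalization or without bone marrow 18-month replicates 1 and 3. The paper gives Fasn at 6 months -32.9 against -35.8 here, closed without bone marrow 6-month replicate 2 or epididymal 6-month replicate 1. The paper gives Fasn at 14 months -28.5 against -33.2 here, closed without epididymal 14-month replicate 3. The paper gives Fasn at 18 months -43.5 against -51.7 here, closed with repeated quantile normalization or without bone marrow 18-month replicate 1. The paper gives Fabp4 at 14 months -27.0 against -31.9 here, closed with median centring or without bone marrow 14-month replicate 2 or epididymal 14-month replicate 3. The paper gives Lpl at 18 months -23.9 against -30.8 here, closed with array weights and repeated quantile normalization or without bone marrow 18-month replicate 1 or epididymal 18-month replicate 1. The paper gives Slc2a4 at 6 months -10.2 against -11.1 here, closed without bone marrow 6-month replicates 1 and 2 or epididymal 6-month replicates 2 and 3. The paper gives Cebpa at 18 months -11.2 against -12.2 here, closed with repeated quantile normalization or without bone marrow 18-month replicate 3 or epididymal 18-month replicate 1. The paper gives Idh1 at 6 months -5.1 against -6.38 here, closed with array weights and repeated quantile normalization or without bone marrow 6-month replicate 1 or epididymal 6-month replicate 1. The paper gives Adipor2 at 18 months -4.7 against -5.29 here, closed with repeated quantile normalization or without bone marrow 18-month replicate 2 or epididymal 18-month replicate 1. No alternative tried closed the gap for Retn at 18 months -153.7 against -183 here, Cdo1 at 6 months -106.9 against -138 here, Cdo1 at 18 months -192.1 against -223 here, Adipoq at 18 months -41.2 against -49.0 here, Lipe at 6 months -21.9 against -24.7 here, Lipe at 14 months -15.2 against -17.2 here, Lipe at 18 months -26.8 against -33.4 here, Lpl at 6 months -21.8 against -24.8 here and Idh1 at 18 months -6.4 against -7.26 here, where the first value is the paper's.

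In Table 5 the paper's folds differ as follows. The paper gives Cebpa at 18 months in epididymal 1.15 against 1.01 here, closed with median centring. The paper gives Ebf1 at 14 months in bone marrow 1.43 against 1.80 here, closed without bone marrow 6-month replicate 2 or bone marrow 14-month replicate 3. The paper gives Ebf1 at 18 months in bone marrow -1.50 against -1.12 here, closed without bone marrow 6-month replicate 2 or bone marrow 18-month replicate 3. The paper gives Eif2ak3 at 18 months in epididymal 1.53 against 1.39 here, closed with median centring or without epididymal 6-month replicate 1. The paper gives Fn1 at 18 months in epididymal -3.16 against -2.76 here, closed with array weights or without epididymal 6-month replicate 3 or epididymal 18-month replicate 3. The paper gives Insig1 at 18 months in epididymal 2.81 against 2.25 here, closed with median centring. The paper gives Lif at 18 months in epididymal -1.07 against -1.22 here, closed with median centring and repeated quantile normalization. No alternative tried closed the gap for Ebf1 at 18 months in epididymal -1.41 against 1.04 here, Lep at 18 months in epididymal 1.59 against 1.11 here and Trib2 at 18 months in epididymal -1.18 against -1.09 here, where the first value is the paper's.

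In Table 6 the paper's folds differ as follows. The paper gives Abhd5 at 18 months in epididymal 1.04 against -1.01 here, closed without epididymal 6-month replicate 3 or epididymal 18-month replicate 1. The paper gives Hcar2 at 18 months in epididymal -2.20 against -2.28 here, closed with repeated quantile normalization or without epididymal 18-month replicate 3.

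In Table 7 the paper's folds differ as follows. The paper gives Maob at 18 months in epididymal 1.31 against 1.24 here, closed without epididymal 6-month replicate 1. The paper gives Ndufa4 at 18 months in epididymal 1.00 against -1.02 here, closed without epididymal 6-month replicate 1. A fold of 1.00 is no change, so Ndufa4 is counted by its printed sign alone. Its gap lies within the error of 0.069 on the log2 scale. The paper gives Ndufa11 at 18 months in epididymal 1.04 against -1.01 here, closed with array weights, median centring and the mean over a gene's probe sets or without epididymal 6-month replicate 1 or epididymal 18-month replicate 3. The paper gives Ndufa9 at 18 months in epididymal 1.10 against 1.06 here, closed with array weights or without epididymal 6-month replicate 1 or epididymal 18-month replicates 1 and 2. The paper gives Ndufb10 at 18 months in epididymal 1.01 against -1.02 here, closed with repeated quantile normalization or without epididymal 6-month replicate 2 or epididymal 18-month replicate 3. The paper gives Ndufs1 at 18 months in epididymal 1.67 against 1.58 here, closed without epididymal 6-month replicate 1 or epididymal 18-month replicate 2. The paper gives Pdha1 at 18 months in epididymal 1.45 against 1.39 here, closed without epididymal 18-month replicate 1. The paper gives Prdx3 at 18 months in epididymal 1.19 against 1.13 here, closed without epididymal 6-month replicate 1 or epididymal 18-month replicate 2. The paper gives Sdha at 18 months in epididymal 1.06 against 1.03 here, closed without epididymal 6-month replicate 2. The paper gives Uqcrh at 14 months in bone marrow -1.14 against -1.50 here, closed without bone marrow 6-month replicate 1. No alternative tried closed the gap for Uqcrh at 18 months in epididymal 1.24 against -1.05 here, where the first value is the paper's.

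In Table 8 the paper's folds differ as follows. The paper gives Plin3 at 18 months in bone marrow 1.04 against -1.01 here, closed with median centring and repeated quantile normalization or without bone marrow 6-month replicate 3 or bone marrow 18-month replicate 2. No alternative tried closed the gap for Lepr at 18 months in bone marrow 1.44 against -1.40 here, where the first value is the paper's.

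In Table 9 the paper's folds differ as follows. The paper gives Cebpa at 18 months in epididymal 1.1 against 1.01 here, closed with median centring or without epididymal 6-month replicates 1 and 2 or epididymal 18-month replicates 2 and 3. The paper gives Ppargc1a at 14 months in epididymal -1.5 against -1.05 here, closed with another probe set of the gene. The paper gives Cebpb at 18 months in epididymal -1 against -1.16 here, closed with median centring. No alternative tried closed the gap for Fgfr1 at 14 months in epididymal 1.3 against -1.29 here and Sod2 at 18 months in epididymal -1.1 against 1.08 here, where the first value is the paper's.

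In Table 10 the paper's folds differ as follows. The paper gives Eif2ak3 at 18 months in epididymal 1.5 against 1.39 here, closed with array weights and median centring or without epididymal 6-month replicate 1 or epididymal 18-month replicate 3. The paper gives Fn1 at 18 months in epididymal -3.2 against -2.76 here, closed without epididymal 6-month replicate 3 or epididymal 18-month replicate 3. The paper gives Insig1 at 18 months in epididymal 2.8 against 2.25 here, closed with median centring. The paper gives Cebpa at 18 months in epididymal 1.1 against 1.01 here, closed with median centring or without epididymal 6-month replicates 1 and 2 or epididymal 18-month replicates 2 and 3. No alternative tried closed the gap for Trib2 at 18 months in epididymal -1.2 against -1.09 here, Abhd5 at 18 months in epididymal -1.1 against -1.01 here, Hcar2 at 18 months in epididymal -2.7 against -2.28 here and Lep at 18 months in epididymal 1.6 against 1.11 here, where the first value is the paper's.

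Statements on single genes differ too. The paper has Egr1 and Egr2 higher in bone marrow, and here Egr2 was lower over the ages (-0.96), though higher at 14 months (1.18), and Egr1 did not pass, but passes as lower with equal ribosomal protein genes (-1.33), or without bone marrow 6-month replicate 2 (-0.70) or epididymal 14-month replicate 1 (-0.65). Its list of genes lower in bone marrow by 2-fold holds Scap at -0.30 and Ppargc1a at -0.82, short of that limit, and Cpt1a at -0.070, which did not pass. Equal ribosomal protein genes moved the median of this comparison by -0.85. Scap and Ppargc1a are then past the limit, and Cpt1a passes as lower but short of it (-0.92). The paper has Fads2 and Slc27a4 raised in bone marrow with age, and here Fads2 fell at 14 months, a call lost with an ordinary analysis of variance, array weights (-0.60) or a fit of the compared groups alone, or without bone marrow 6-month replicate 1 (-0.46), bone marrow 14-month replicate 2 (-0.57) or replicate 3 (-0.60), and Slc27a4 did not pass at either age (0.37 and -0.38). It has Lipe and Plin3 raised in 14-month bone marrow. The folds here do not differ from its table's, 1.24 for Lipe and 1.24 for Plin3, but neither passed, though Lipe passes with an ordinary analysis of variance and without bone marrow 6-month replicate 2, and Plin3 without replicate 3 of that group. The paper finds Plin2 unaltered in bone marrow, and here it fell at 18 months (-0.66), a call lost with array weights (-0.62) or a fit of the compared groups alone, or without bone marrow 18-month replicate 1 (-0.64) or replicate 3 (-0.56). It finds Plin3 altered in bone marrow, and here Plin3 did not pass at either age (0.31 and -0.021). It finds Pparg raised in 14-month bone marrow, and here its fold does not differ from the table's (1.36) but did not pass.

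On a heat map the paper finds mitochondrial genes most affected at 18 months in both cell types. Its genes were not matched to Table 7. Of 28 Table 7 genes, 4 rose and 6 fell at 18 months in bone marrow, 0 rose and 1 fell at 18 months in epididymal adipocytes, and 1 rose and 3 fell there at 14 months. The paper has 70 percent of its Table 10 genes moving the same way in both cell types. Here 14 of 24 had the same sign at 14 months and 19 at 18 months. The paper sets the 18-month epididymal arrays apart from the younger ones on its principal components, drawn before normalization. On the normalized values here the 14-month epididymal arrays stand farthest on the second component, at a mean of 47.9 against -32.1 at 18 months. With probe sets scaled to unit variance the 18-month epididymal arrays stand apart on that component, as in the paper, from -80.8 to -61.5 against -0.859 to 85.1 for the younger ones.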

Other observations

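The splits of the arrays were planned, and no test in this part was chosen after its result was seen. The array set apart at the end was picked from values already seen. The genes of the next paragraphs follow the naming rule.

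In bone marrow the resident macrophage gene Vsig4 rose by a log2 fold change of 2.15 (standard error 0.39, adjusted p = 0.002) at 14 months and 3.37 (adjusted p = 1.77e-04) at 18 months. Cd5l, secreted by tissue macrophages, rose by 2.24 (adjusted p = 3.65e-05) and 1.87 (adjusted p = 4.47e-04), the latter a call lost with a fit of the compared groups alone. Dntt, which adds nucleotides to antibody gene joints in lymphoid precursors, rose at 14 months, 1.88 (adjusted p = 3.75e-06), and Ms4a1 of B cells by 1.80 (adjusted p = 1.64e-04). Of 15 endothelial markers, 9 fell at 14 months and 11 at 18 months, with list medians of -0.78 and -0.65 (adjusted p = 3.32e-09 and 2.77e-09, 0.0759 for both with an estimated correlation). Ibsp, a bone matrix protein, fell by -1.35 (adjusted p = 7.44e-04) and -1.91 (adjusted p = 1.77e-04), and Sparc by -1.24 (adjusted p = 0.00302) and -1.78 (adjusted p = 4.06e-04). Both calls of Sparc are lost with a fit of the compared groups alone.

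In epididymal adipocytes at 18 months, markers of macrophages, endothelium and mesothelium had median log2 fold changes of -1.20, -0.93 and -0.50. With median centring these were -1.02, -0.75 and -0.32. Mature adipocyte markers had 0.067. In the same comparison 14 of 18 cholesterol synthesis genes rose and 0 fell. Idi1 of that pathway rose by 1.55 (standard error 0.23, adjusted p = 1.64e-04) and Acss2, which makes acetyl-CoA from acetate in the cytosol, by 1.83 (adjusted p = 8.15e-07). Alb, the albumin gene, rose by 3.62 (adjusted p = 8.52e-11), Sycp3 of meiotic chromosomes by 3.59 (adjusted p = 2.34e-09) and Prrx1, a mesenchymal transcription factor, by 1.95 (adjusted p = 8.14e-07). Their changes differed from those in bone marrow by -3.67, -3.61 and -2.70 (adjusted p = 2.73e-08, 9.63e-07 and 4.71e-06). At 14 months Ptx3, an acute phase protein, fell by -6.15 (adjusted p = 7.26e-13) and Cxcl1, which draws neutrophils, by -4.76 (adjusted p = 5.86e-13). Jchain of antibody-secreting cells rose by 4.27 (adjusted p = 2.61e-08), the mesothelial gene Upk3b by 1.56 (adjusted p = 2.30e-06) and the antigen presentation gene H2-Aa by 1.93 (adjusted p = 8.96e-09). H2-Aa then fell at 18 months, -2.31 (adjusted p = 3.78e-09). The clock gene Nr1d1 fell by -1.52 (adjusted p = 1.06e-07) at 14 months.

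Chance can be excluded for counts set against other splits of the arrays, where 1 of 100 splits, the real one, gave a count as large. The real count and the highest other were 2380 against 404 for probe sets higher in bone marrow, 2713 against 327 for probe sets lower in bone marrow, 4332 against 451 for probe sets changed with age in bone marrow, 7256 against 5823 for probe sets changed with age in epididymal adipocytes, 9170 against 4948 for probe sets changed with age by the joint test and 4770 against 3022 for probe sets with an interaction. For comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05, and the real count and the highest other were 5418 against 0 for probe sets differing at 6 months, 5008 against 0 for probe sets differing at 14 months, 5576 against 0 for probe sets differing at 18 months, 2028 against 55 for probe sets changed at 14 months in bone marrow, 1991 against 16 for probe sets changed at 18 months in bone marrow, 4150 against 10 for probe sets changed at 14 months in epididymal adipocytes and 3799 against 0 for probe sets changed at 18 months in epididymal adipocytes.

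Bone marrow 6-month replicate 1, which enters every age change in bone marrow, stands farther from its group than other arrays. Its array weight was 0.187, the lowest, against 0.485 for the next. The SD of its difference from the other 2 arrays of the group was 0.61 and 0.63, where other pairs ran from 0.25 to 0.46. On the second component of probe sets scaled to unit variance it lay at 95.5, and the other arrays of its group at 28.3 and -25.6. Without it 1776 probe sets changed at 14 months and 1451 at 18 months in bone marrow, and 5195 and 5046 in epididymal adipocytes.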
